# Integrated spatial transcriptomics and single-cell RNA sequencing reveal Lars2-mediated spatiotemporal dynamics of myocardial remodeling in a mouse model of transverse aortic constriction

**DOI:** 10.3389/fimmu.2026.1701776

**Published:** 2026-03-04

**Authors:** Hanwen Ni, Feng Liang, Huanhuan Huo, Xuechao Feng, Ben He

**Keywords:** cardiac hypertrophy, LARS2, macrophages, single-cell RNA sequencing, spatial transcriptomics

## Abstract

**Introduction:**

Pressure overload-induced myocardial hypertrophy is associated with complex spatial and temporal remodeling of cardiac cell populations. However, the spatial organization of these changes and their dynamic transcriptional programs remain incompletely understood. Integrating spatial transcriptomics with single-cell RNA sequencing enables a comprehensive characterization of cardiac remodeling at high cellular and spatial resolution.

**Methods:**

Heart tissues were obtained from transverse aortic constriction (TAC) mouse models at different stages of disease progression (TAC-2w, TAC-4w, and TAC-6w). Spatial transcriptomics and single-cell RNA sequencing were performed, followed by large-scale bioinformatics analyses to evaluate spatial cellular distribution, alterations in cellular composition, and gene expression dynamics associated with pressure overload.

**Results:**

Spatial transcriptomics revealed a largely preserved spatial distribution of major cardiac cell populations across TAC stages, despite substantial changes in cellular composition. The most prominent alterations were observed in cluster 1, primarily involving fibroblasts and macrophages. Single-cell RNA sequencing demonstrated that most notable changes in cellular composition occurred at the TAC-4w stage, characterized by reduced fibroblast and macrophage populations and increased immune cell subsets, including neutrophils and T cells. By TAC-6w, cellular composition partially returned to a pattern similar to that observed at TAC-2w. Integrated spatial and single-cell analyses identified cluster 1 as a key microenvironment undergoing dynamic remodeling, driven predominantly by T cells and macrophages. Several genes, including *Lef1*, *Ccr7*, *Sell*, and *Lars2*, were identified as significantly differentially expressed in these cells. Notably, *Lars2* expression peaked at TAC-4w and declined at TAC-6w.

**Discussion:**

This study provides a spatially resolved and cell-specific transcriptomic characterization of myocardial hypertrophy in the TAC mouse model. The findings highlight dynamic immune-stromal interactions during pressure overload-induced remodeling and identify *Lars2* as a gene associated with disease progression.

## Introduction

Cardiac hypertrophy induced by pressure overload (e.g., hypertension, aortic stenosis) is a critical precursor to heart failure (HF), affecting over 64 million people worldwide (1). Despite advances in understanding pathological remodeling (e.g., fibrosis, inflammation), the spatiotemporal dynamics of cell-cell interactions and key molecular regulators remain unclear limiting the development of targeted therapies. Single cell RNA sequencing (scRNA-seq) technology is a method of isolating, studying and comparing individual cells to decipher the transcriptome from single cells and compare the sequences cell by cell (2, 3). By analyzing the transcriptome profiles of individual cells in tissues and classifying the obtained cells accordingly, different cell subsets can be obtained. The changes in cell subpopulations involved in the development of diseases, as well as the corresponding changes in cell genomes and chromosomes, can be studied to explore the occurrence and development of diseases. The rapid development of scRNA-seq technology has enabled the exploration of cell heterogeneity in the heart and the comprehension of the composition and function of cells in heart tissue (3).

Spatial transcriptomics (ST) technology is a recent development that integrates the strengths of conventional histological techniques with high-throughput RNA sequencing technology (4). It enables the detection of total mRNA in intact tissue sections and the mapping of gene activity areas. This method provides a high-resolution view of the location of gene expression variation and, while identifying different cell types, retains their spatial location information (5). It provides significant insights into cell function, phenotype and location in the tissue microenvironment, and enables the visualization of gene expression in various tissues. Through data analysis and data visualization, gene expression data is mapped onto HE images to characterize the spatial structure of gene expression and cell composition in the same sample, thereby facilitating a comprehensive understanding of the biology from tissue sections. Given the complexity of the human *in vivo* environment, it is imperative to establish a study to analyze the spatial expression distribution pattern of heart genes and cellular heterogeneity. scRNA-seq enables dissection of cardiac cell heterogeneity, but fails to retain spatial information—critical for understanding cell-cell crosstalk in the complex myocardial microenvironment (3, 4). In contrast, ST maps gene expression in intact tissues but lacks single-cell resolution, limiting cell-type-specific analysis (5). ST technology can detect the spatial composition and gene expression of cells in tissues. The combination of scRNA-seq and ST technology is currently the research direction for studying human heart disease (6). This study aims to further explore the application of this technology to investigate the pathological changes and gene expression alterations in heart tissue under disease conditions.

Transverse aortic constriction (TAC) has been the preferred mouse model of pressure overload-induced adverse cardiac remodeling since its initial establishment by Rockman et al. in 1991 (7), playing an important role in preclinical research (8). Mice subjected to TAC develop cardiac hypertrophy, cardiac fibrosis and inflammation, and ultimately heart enlargement and failure (HF) (9). TAC-induced cardiac remodeling and the progression of HF depend on the degree and duration of aortic constriction. The TAC model was discovered by Rockman et al. through research on the mechanism of activating the gene expression of atrial natriuretic factor (ANF) during pressure-induced myocardial hypertrophy (7). It is also the basis and an important marker for current research on myocardial hypertrophy. This *in vivo* mouse model of cardiomyocyte hypertrophy is currently the basic model for studying cardiac hypertrophy, which is the main feature of myocardial hypertrophy (10). The model utilizes 2D echocardiography to evaluate echocardiographic parameters, and in addition to myocardial hypertrophy, other features of this model are also manifested in cardiac fibrosis, inflammation, and ultimately cardiac dilatation and heart failure. Since the duration of aortic stenosis is related to the degree of adverse remodeling, this study focuses on the mechanism of pressure overload-mediated myocardial hypertrophy. The state of adverse remodeling of the heart during pressure overload was observed at 2 weeks, 4 weeks and 6 weeks, and the possible mechanism of the microenvironment in the process of pressure overload-mediated myocardial hypertrophy was discussed. Great progress has been made in the study of myocardial hypertrophy in terms of epidemiology, genetics, imaging, clinical diagnosis, treatment and prevention (11). Nevertheless, further exploration is warranted into the alterations in single-cell gene expression and the spatial distribution of cells during the disease. While single-cell RNA sequencing (scRNA-seq) has uncovered cardiac cell heterogeneity in TAC models (11), it fails to retain spatial information, obscuring the microenvironmental context of cell function. Spatial transcriptomics (ST) can map gene expression in intact tissues (12) but lacks single-cell resolution, making it difficult to resolve cell-type-specific changes. Notably, no study has integrated these two technologies to dissect the spatiotemporal crosstalk between cardiomyocytes and microenvironmental cells (e.g., macrophages, T cells) in TAC-induced hypertrophy. Notably, most studies focus on classical inflammatory/fibrotic pathways (e.g., NF-κB, TGF-β) (13), while amino acid metabolism-related genes (e.g., Lars2, encoding mitochondrial leucyl-tRNA synthetase) remain unstudied in TAC-induced remodeling. This leaves a critical gap in understanding metabolic regulation of myocardial pathology.

In this work, we established spatial and single-cell transcriptomic datasets for the TAC mouse heart. Analysis revealed that while cellular spatial distribution remained uniform, their composition changed dynamically. The most significant shifts occurred in spatial cluster 1 and at the TAC-4w stage, marked by decreased fibroblasts and macrophages, and increased neutrophils and T cells. Key novel differentially expressed genes were identified in T cells (Lef1, Ccr7, Sell) and macrophages (Lars2). Lars2 expression peaked at TAC-4w. Critically, the intervention LDD alleviated pathology by reducing Lars2 expression, inhibiting M1 macrophage infiltration, and improving ejection fraction. This suggests LDD targets Lars2-mediated metabolic inflammation, offering a potential therapy for pressure-overload cardiomyopathy. The work provides a multi-omics resource and reveals new spatiotemporal insights into cellular dynamics and a promising therapeutic target during disease progression.

## Methods

### Experimental animals

Male C57BL/6J mice (8-week-old, 25–27g) were purchased from the Shenggong Biotechnology Engineering Co., Ltd. (Shanghai, China) and housed under specific pathogen-free (SPF) conditions (22 ± 1°C, 12h light/dark cycle, ad libitum access to food and water).

### Animal models

The subjects of this research are 8-week-old male mice (25-27g) on a C57BL/6J background. Mice were anesthetized via isoflurane inhalation (2% isoflurane at 0.41 mL/min mixed with 4 L/min air) and maintained at 37 ± 0.5°C (heating pad) to stabilize heart rate at 450–550 bpm during surgery. Depilation with depilatory cream for about 2–3 minutes, remove the hair on the front neck and chest, and remove the depilatory cream with a cotton swab dipped in warm water. Place the animal on its back on the heating pad and monitor its body temperature. Use medical tape to fix the mouse’s limbs to the heating pad to prevent movement during the procedure. Disinfect the surgical area three times with a povidone-iodine solution. The skin must be cut from the neck to the midline of the chest area using a scalpel. Blunt scissors should then be used to separate the connective tissue, and the thyroid gland should be gently pulled toward the head. Then separate the muscle layer at the midline of the trachea. Blunt-tipped scissors should be used to cut the sternum to the height of the second rib, and hemostatic forceps should be used to spread the incision and expose the surgical field. The connective tissue should then be separated, the thymus lobe should be separated from the chest wall, and the aortic arch and carotid artery should be exposed. The use of a curved needle is then required to deliver 6–0 sutures under the aortic arch. The pad should then be placed in the knot and the suture secured in place with a double knot, with the pad being gently withdrawn. Confirmation of successful ligation is required, and the end of the suture should be cut. The use of 6–0 silk sutures is recommended for both the intermittent and continuous suturing of the chest wall and skin, respectively. All procedures involving experimental mice were performed according to protocols approved by the Committee for Animal Research of Shanghai Chest Hospital and conformed to the Guidelines for the Care and Use of Laboratory Animals (Permit No. KS23042).

### Leucine-Deficient Diet preparation

Leucine-Deficient Diet (LDD) preparation: The LDD was formulated by Nantong Tolofer Feed Technology Co., Ltd. (China) with the following composition (wt%): corn starch (35.0), sucrose (20.0), casein hydrolysate (leucine-free, 15.0), soybean oil (5.0), cellulose (5.0), mineral mix (AIN-93G, 3.5), vitamin mix (AIN-93G, 1.0), L-cystine (0.3), choline bitartrate (0.2), and corn oil (2.0). The leucine content of LDD was <0.1% (wt/wt), while the normal chow diet (NCD) contained 1.8% leucine (wt/wt). Diets were stored at 4°C and replaced every 3 days to maintain freshness.

### Sample size and model standard

Sample size was calculated using G*Power 3.1 software (F-test, ANOVA: Fixed effects, omnibus, one-way). Based on preliminary data (TAC-4w myocardial fibrosis area: coefficient of variation=15%), we set α=0.05 (type I error), β=0.8 (power, 1-type II error), and effect size f=0.8, yielding a minimum of 5 mice per group (sham, TAC-2w, TAC-4w, TAC-6w). Thus, 5 mice were included in each group (sham, TAC-2w, TAC-4w, TAC-6w) to ensure statistical power. TAC surgery success was confirmed by transthoracic echocardiography 1 week post-operation: mice with a transaortic pressure gradient >30 mmHg (measured via Doppler ultrasound) were included; those with <20 mmHg were excluded (n=2 excluded, n=5/group).

### Echocardiography analysis

Cardiac structure and function were assessed by transthoracic echocardiography (VisualSonics VeVo 2100 Imaging System, Toronto, Canada) equipped with a 30-MHz linear transducer. Mice were anesthetized using isoflurane (1%-2%) and subsequently placed on a heated pad to maintain body temperature within the range of 500 bpm. Standard long-axis M-mode measurements were recorded. Systolic and diastolic left ventricular posterior wall (LVPW) thicknesses, interventricular septum (IVS) thicknesses, ejection fraction (EF), fractional shortening (FS), left ventricular end-diastolic dimension (LVEDD), and left ventricular end-systolic volume (LVESV) were measured for each mouse at the target heart rate.

### Preparation of TAC mouse model heart tissue microarray

The heart tissue samples from the TAC mouse model were collected and embedded in OCT. The samples were then sectioned into 10-20 μm thick slices. RNA was extracted from 10 of these sections using a nucleic acid kit, and the quality of the prepared samples was assessed. Sections that passed the RNA quality inspection were then permeabilized and subjected to a capture labeling experiment. This process includes tissue smear, tissue fixation, HE staining, bright field imaging, tissue permeabilization, cDNA synthesis, cDNA amplification, and sequencing library construction. The sequencing was performed using the Illumina NovaSeq platform, and the obtained qualified data were subsequently analyzed.

### Determination of leucine in serum

To rigorously quantify serum leucine concentrations in mice from the transverse aortic constriction (TAC) model—including sham, TAC-2w, TAC-4w, and TAC-6w groups fed either normal chow diet (NCD) or leucine-deficient diet (LDD) (n=5 per group). Serum leucine concentration was determined using an Agilent 7890B/7000D gas chromatography-mass spectrometry (GC-MS) system coupled with on-line solid phase extraction (SPE): serum samples were stored at −80 °C until analysis; 50 µL of serum was mixed with 800 μL acetonitrile and 150 μL diluted water, vortexed at 1000 rpm for 3 min at 37 °C, then centrifuged at 14,000×g for 3 min at room temperature; a 500 µL aliquot of the supernatant was mixed with an equal volume of acetonitrile, and the pH was adjusted to 8 using 0.2 mol/L NaOH. For pretreatment, 50 µL of the extract was processed via the AiSTI SCIENCE SGI-M100 SPE-GC system with Flash-SPE ACXs cartridges, where the solid phase was sequentially washed with acetonitrile-water (1:1, v/v), dehydrated with acetonitrile, impregnated with 4 μL of 0.5% methoxyamine-pyridine solution, and subjected to methoxylation and trimethylsilylation using N-methyl-N-trimethylsilyltrifluoroacetamide during derivatization before elution with hexane. The eluate was injected through an LVI-S250 programmable temperature vaporization injector (AiSTI SCIENCE) with a temperature program of 220 °C for 0.5 min, ramped to 290 °C at 50 °C/min, and held for 16 min, then separated on a Vf-5 ms capillary column (30 m × 0.25 mm i.d. × 0.25 μm film thickness; Agilent Technologies) under a column temperature program: 80 °C for 3 min, ramped to 190 °C at 25 °C/min, then to 220 °C at 3 °C/min, further to 310 °C at 15 °C/min, and held for 4.6 min. Injection was performed at a split ratio of 20:1 with detection in scan mode (m/z 70–470), and results were calibrated by normalizing the peak heights of norleucine and adipic acid to 0.01 mM for accurate quantification of serum leucine.

### Preparation of single-cell suspension

Myocardial tissue dissociation and single-cell suspension preparation: Heart tissues were harvested and rinsed with pre-cooled PBS to remove blood contaminants. Tissues were minced into 1–2 mm³ fragments and digested in pre-warmed dissociation buffer (DMEM/F12 medium containing 0.25% collagenase II, 0.1% hyaluronidase, and 1% penicillin-streptomycin) at 37°C for 30 min with gentle shaking (120 rpm). The digestion was terminated by adding an equal volume of FBS-containing DMEM/F12 medium. The cell suspension was filtered through a 70 μm cell strainer to remove undigested tissue debris, then centrifuged at 300×g for 5 min. The pellet was resuspended in PBS with 0.04% BSA, and dead cells were removed using a Dead Cell Removal Kit (Miltenyi Biotec, Germany) following the manufacturer’s protocol. The viability of single cells was assessed by trypan blue staining, and only samples with viability >90% were used for scRNA-seq library construction.

### Single-Cell RNA-Seq Analysis

Single-Cell RNA-Seq Analysis: Library preparation for scRNA-seq: The prepared single-cell suspension was loaded on the Chromium Controller (10X Genomics). We prepared 3’ gene expression libraries using Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead Kit v3.1 according to the manufacturer’s protocol. The libraries were sequenced on an Illumina NovaSeq 6000 system with a depth of 50,000 reads per cell (targeting 10,000 cells/sample). RNA quality was assessed using an Agilent 2100 Bioanalyzer; only samples with RNA Integrity Number (RIN) >7.0 were used for library construction.

Data processing and quality control: Raw sequencing data were processed using Cell Ranger (version 6.1.2) to generate gene-cell matrices. The Seurat R package (version 4.1.1) was used for downstream analysis. Cells were filtered based on the following criteria: nFeature_RNA (200-6000), nCount_RNA (500-30,000), and mitochondrial gene ratio (<15%). Normalization was performed using the NormalizeData function with the “LogNormalize” method (scale.factor=10,000). The FindVariableFeatures function (selection.method=“vst”, nfeatures=3000) was used to identify highly variable genes. Principal component analysis (PCA) was performed on the top 3000 highly variable genes, and the first 30 principal components were used for clustering (FindNeighbors function with dims=1:30; FindClusters function with resolution=0.25). UMAP and t-SNE visualization were generated using the RunUMAP (dims=1:30) and RunTSNE (dims=1:30) functions. Differentially expressed genes (DEGs) were identified using the FindMarkers function with logfc.threshold=0.25, min.pct=0.1, and adjusted P-value <0.05 (Wilcoxon rank-sum test). Cell type annotation was performed based on known marker genes (e.g., cardiomyocytes: Myh6, Myh7; macrophages: Cd68, Adgre1; fibroblasts: Col1a1, Dcn) (14).

In this study, doublets were identified and removed using the DoubletFinder R package (version 2.0.3) prior to downstream analysis. The expected doublet rate was set to 0.07 (based on 10X Genomics recommendations for ~10,000 cells/sample). DoubletFinder uses a PCA-based approach to score cells as singlets or doublets; cells with a doublet score >0.2 were removed. The average doublet removal rate across all samples was 3.2% (range: 2.8%-3.5%), and the remaining singlets were used for clustering and DEG analysis, the top 3,000 highly expressed differentially expressed genes were selected for principal component analysis (PCA). The 30 most relevant principal components were then subjected to further clustering, utilizing the FindNeighbors and FindClusters functions with a parameter setting of “resolution = 0.25.” Employing these tools and parameters enables the effective decomposition of the original data space into clusters, each exhibiting a high degree of structural density. For clustering, resolution=0.25 was selected based on: (1) consistency with known cardiac cell types (e.g., cardiomyocytes, macrophages) via marker genes; (2) minimal over-clustering (no redundant clusters with identical marker genes) as validated by the ‘clustree’ R package, the use of UMAP (Uniform Manifold Approximation and Projection) and t-SNE (t-Distributed Stochastic Neighbor Embedding) allows for the visualization of the clustering results. Seurat then detects marker genes for each cluster, cell type, and subpopulation and compares their gene expression with that of other cells. The Wilcoxon rank-sum test is used to determine which genes are expressed at higher levels in these cell types than in other cells. Finally, each cell type is annotated based on specific gene expression patterns, thereby facilitating the identification of particular cell types.

### 10X Genomics ChromiumTM Single Cell 5’ Solution

The 10X Genomics Chromium Single Cell 5’ Solution is a next-generation sequencing product designed for the analysis of gene expression in single cells, offering the functional advantage of simultaneous detection of the gene expression of thousands of single cells (15). This technology utilizes GemCode microfluidic technology, which employs gel beads with barcode primers, encapsulated in oil droplets to form GEMs (Gel Bead-In-Emulsions). Subsequent to this, the gel beads are dissolved, and the cells are lysed to release mRNA, which is then reverse transcribed to generate cDNA with a barcode. The oil layer is then disrupted, and the cDNA is subjected to library construction. Finally, the library is tested using the Illumina sequencing platform to achieve large-scale single-cell gene expression detection.

### Spatial transcriptomic analysis

The 10X Genomics Visium spatial transcriptome sequencing solution utilized in this study provides a series of distinctive features and exhibits superior performance, thereby rendering it of significant value in the realm of tissue research. Primarily, the solution possesses the capability to detect total mRNA in intact tissue sections, wherein mRNA functions as a transcription factor that is produced during gene transcription and is employed in the synthesis of proteins. The employment of the Visium spatial transcriptome sequencing solution facilitates a more profound comprehension of the activity of genes and the correlation between gene activity and biological function. Secondly, the solution offers high resolution, providing researchers with detailed information on the location of gene expression variation, thus facilitating a more profound comprehension of gene expression and establishing the foundation for more systematic biological research. Additionally, the solution can identify different cell types while retaining their spatial location information, which is of great significance for studying critical information such as cell function, phenotype, and the positional relationship in the tissue microenvironment. Finally, the Visium spatial transcriptome sequencing solution has the function of spatial visualization, combining data analysis and data visualization to map gene expression data to HE images, thereby facilitating the characterization of the spatial structure of gene expression and cell composition in the same sample. This allows comprehensive biological information to be obtained from the entire tissue section, thereby deepening the understanding of the spatial distribution of genes in the tissue.

### SPOTlight

SPOTlight (version 0.1.7) is utilized to perform a joint analysis of spatial transcriptomics and single-cell RNA sequencing (scRNA-seq) results (16). To accurately infer the specific cell type composition of each spot, we employed SPOTlight with its default parameters. The scRNA-seq data used to train SPOTlight underwent clustering, and the marker genes were identified as characteristic genes of the cell types, including 3,000 of the most significantly variable genes. Initialization of all marker genes was based on the model, following unit-variance normalization. In the context of spot prediction, cells with contributions less than 1% were designated as fitting noise and set to 0 in the analysis.

### Cell trajectory analysis

The R software package Monocle v2.22.0 was utilized to construct the pseudo-time trajectory of the selected subpopulations. Initially, the top 1000 genes that demonstrated significant changes were extracted and filtered using Seurat v4.1.1. Subsequently, these genes were normalized using the improveSizeFactors and improveDispersions functions, with the default parameters of Monocle. Genes were retained for further analysis if they had an average expression level greater than 0.5 and were detected in more than 50 cells. The differential genes were determined using the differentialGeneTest function, and the model mainly focused on the characteristics of the corresponding subgroups. The adjusted variable genes with the lowest *qval* < 0.0001 were used for cell sorting. The order of cells was determined by the orderCells function, and the trajectories of cells were constructed by the reduceDimension function (default parameters). Finally, differential expression analysis was performed using the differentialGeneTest function, and the model was adapted for time series analysis. Genes with *qval* < 0.0001 were clustered and plotted as heat maps.

### Histopathology analysis

The hearts of mice were perfused with cold phosphate-buffered saline (PBS) and subsequently excised. The hearts were then fixed in 4% paraformaldehyde (PFA) for 48 hours and embedded in paraffin. For hematoxylin and eosin (H&E) staining, the hearts were sectioned longitudinally and stained according to the manufacturer’s H&E buffer (Servicebio, China) protocol. The assessment of collagen deposition was conducted through the utilization of Picrosirius red (PSR) staining and Masson’s staining methodologies. The quantification of fibrotic areas in each field was conducted using ImageJ software. For quantification, three fields were selected at random from each section, and the mean total fibrotic area was calculated for each mouse and three heart sections. Each group contained five mice. To detect hypertrophy growth parameters, slides were incubated with wheat germ agglutinin(WGA) conjugated with FITC for 15 minutes at room temperature. DAPI was used for nuclear staining. Myocardial cell cross-sectional areas were photographed and images were captured using a Zeiss fluorescence microscope. For immunofluorescence, frozen heart sections or CFs were fixed in 4% formaldehyde, permeabilized, and blocked for 1 hour in PBS with 0.3% Triton-X100 and 3% BSA. Heart sections and cells were then incubated with the *Lars2* antibody and then with the secondary antibody conjugated to Alexa Fluor^®^ 647 or 488. Following this, the nuclei were stained with DAPI. The primary antibody against Lars2 (Proteintech, China, Cat No.17097-1-AP) was used at a dilution of 1:200, and CD68 antibody (Abcam, UK, Cat No.ab125212) at 1:150. Secondary antibodies conjugated to Alexa Fluor^®^ 488 (Invitrogen, USA, Cat No.A-11008) and Alexa Fluor^®^ 647 (Invitrogen, USA, Cat No.A-21245) were diluted 1:500 and incubated at room temperature for 1 h in the dark. DAPI (Invitrogen, USA, Cat No.D1306) was used at 1 μg/mL for nuclear staining (5 min at room temperature). Images were acquired using a Leica TCS SP8 laser scanning confocal microscope with a 40× oil immersion objective, and fluorescence intensity was quantified using ImageJ software (version 1.8.0) with the same threshold settings for all samples. After this, images of the immunofluorescence staining were acquired using a laser scanning confocal microscope (Leica, Germany), and the fluorescence intensity was quantified using ImageJ software.

### Western blotting

The protein extracts were obtained from mouse TAC heart tissue, protein extraction was performed using RIPA buffer (Beyotime, China) supplemented with 1% protease inhibitor cocktail (Roche, Switzerland), protein concentration was quantified using the BCA Protein Assay Kit (Thermo Fisher Scientific, USA), with 50 μg of protein loaded per lane and 1% phosphatase inhibitor (Sigma-Aldrich, USA) to prevent protein degradation. Thereafter, the gels were transferred to polyvinylidene difluoride (PVDF) membranes (Merck, Germany). The membranes were then blocked at room temperature for 1 h in Tris-buffered saline containing 5% nonfat milk and 0.02% Tween 20 (TBST). The membrane was then incubated overnight at 4 °C with a *Lars2* primary antibody (Proteintech, China, Cat No.17097-1-AP), then was washed with TBST. The membrane was then incubated at room temperature for 1 h with horseradish peroxidase (HRP)-conjugated anti-rabbit or anti-mouse secondary antibody. The presence of specific bands was then determined through the use of an electrochemiluminescence (ECL) substrate (Thermo, USA), and the acquisition of images was facilitated using a ChemiDoc™ imaging system (Bio-Rad, USA). Following the normalization of the protein band density to that of β-actin, the quantification of the protein bands was conducted through the utilization of ImageJ software. β-actin was selected as the internal control after validating its stable expression across groups, band quantification was performed using ImageJ v1.8.0, with three independent experiments conducted for each sample.

## Results

### Spatial transcriptome sequencing of TAC-operated mouse heart

The gene expression data obtained at the mRNA capture spot (Spot) must undergo preprocessing, including normalization to reduce variations in sequencing depth between data points. For spatial transcriptome sequencing data sets, particularly those exhibiting differences in cell density throughout the tissue, significant variations in the number of molecules/spots can be observed. Consequently, effective normalization of these data is imperative (Unique molecular identifier, UMI). As illustrated in **Figure 1A**, the detection of UMI corresponding to each spot on each chip is evident, while **Figure 1B** demonstrates the detection of genes corresponding to each spot on each chip. It is noteworthy that the spots detected at different times and the number of genes corresponding to each spot may vary, potentially changing with the progression of the disease.

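Spatial transcriptomes of 4 heart sections were used, with 1 section per condition (sham, TAC-2w, TAC-4w and TAC-6w). The authors counted UMIs per gene and spot with Space Ranger and deposited these counts, without normalization, for the spots over tissue. Each file lists 32285 genes by symbol and Ensembl identifier. The sham section had 1676 spots and 25996378 UMIs, with a median of 15488.5 UMIs per spot. The TAC-2w section had 2063 spots and 48754396 UMIs, with a median of 24523 UMIs. For TAC-4w there were 1228 spots and 31942372 UMIs, with a median of 27593, and for TAC-6w 2193 spots and 48288659 UMIs, with a median of 20203. All spots over tissue were kept, although 2 spots of TAC-2w and 1 spot of TAC-6w had fewer than 500 UMIs. The level of a gene in a section is its summed UMI count per 1000000 UMIs of the section (CPM), with an exact Poisson 95% interval. Shares of spots have exact Clopper-Pearson 95% intervals. Both kinds of interval cover counting error only, and since no condition had a replicate, no test of a difference between conditions was made. The sample labels put the sham and TAC-2w sections in 1 batch, and the TAC-4w and TAC-6w sections in a batch each. A difference of TAC-4w or TAC-6w from sham in the sections therefore cannot be told apart from a difference between batches, and the ratio of TAC-2w to sham is the within-batch comparison.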

**Figure 1:**
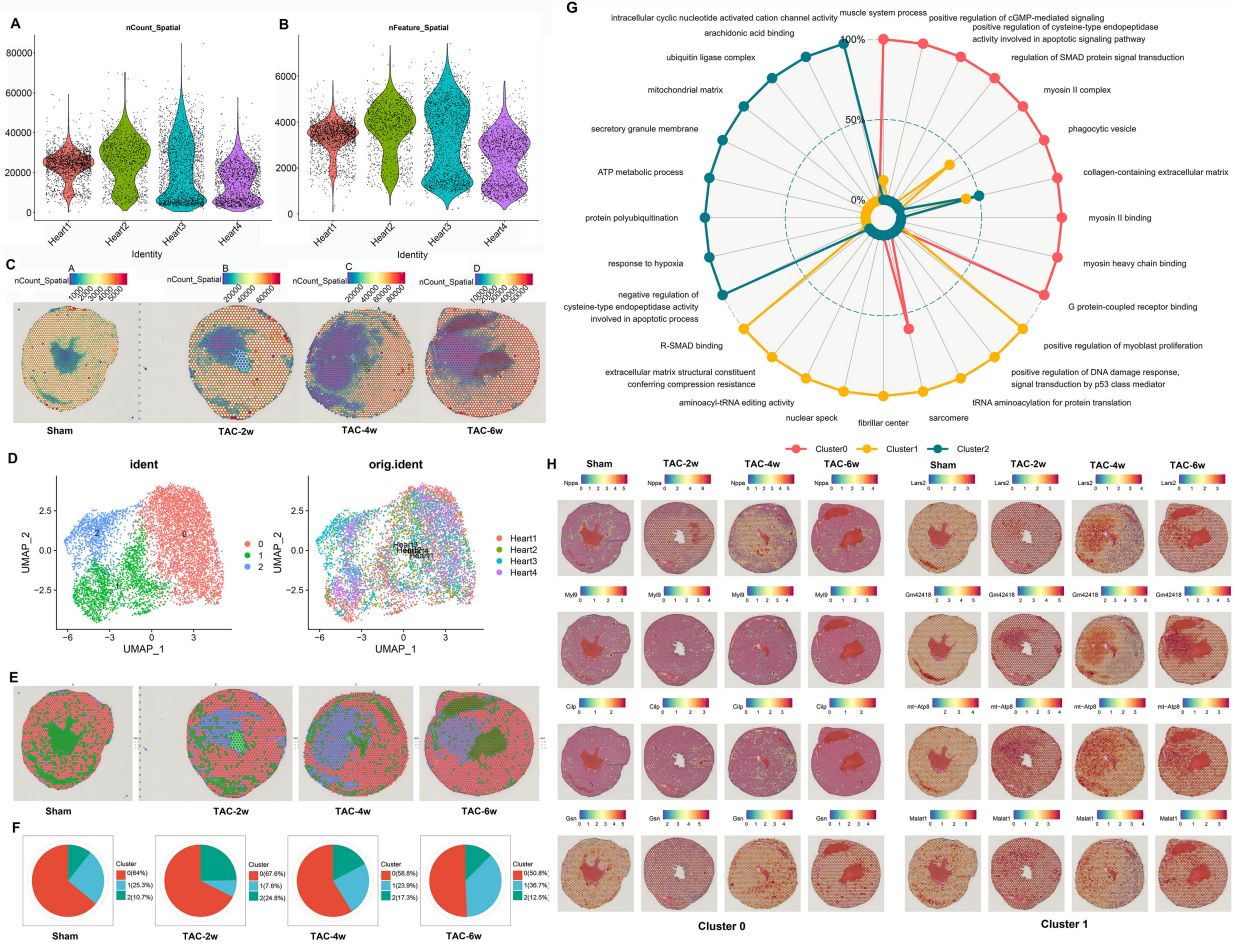
Spatial transcriptome sequencing (ST-seq) of TAC- operated mouse hearts. **(A, B)** The number of expressed unique molecular identifier (nUMI) and genes (nGene). **(C)** UMI spots mapped to their spatial locations. **(D)** Uniform Manifold Approximation and Projection (UMAP) plot of spots from all sections visualized using Seurat package and profiling the cell clusters. **(E)** UMAP spots mapped to their spatial locations, each spot contains 1–10 cells on average, colored according to the defined clusters using Seurat. **(F)** Pie charts showing the proportion of 3 different clusters from sham to 6 weeks group. **(G)** Gene Ontology analysis data enriched for each cluster. **(H)** The top 5 highest differentially expressed genes in cluster 0-1.

Each chip and each Spot UMI is mapped to the HE staining figure, and the expression statistics are shown in **Figure 1C**. The first line of **Figure 1C** demonstrates that the model cardiac tissue gradually develops concentric hypertrophy after 2 weeks (2w), 4 weeks (4w), and 6 weeks (6w), which is consistent with the changes observed in the heart of the TAC mouse model. The second line of **Figure 1C** shows the results of spatial transcriptome sequencing, which indicate that each point covered on the heart tissue contains an average of 1–10 cells. These results demonstrate significant changes in the number of cells and the composition and distribution of genes in the model heart tissue at 2 weeks, 4 weeks, and 6 weeks. 

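The median number of genes detected per spot was 2518 in the sham section, 3479 at TAC-2w, 3901 at TAC-4w and 3445 at TAC-6w. The sections stand in the same order by their median UMI count per spot. Transcripts of mitochondrial genes made up 51.5% of all UMIs in the sham section, 43.4% at TAC-2w, 42.2% at TAC-4w and 44.2% at TAC-6w. The change from sham to TAC-2w lay within the batch that these sections share. The number of cells under a spot was not measured here, because the counts do not hold it.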

Unified manifold approximation and projection (UMAP) is a powerful tool for visualizing and studying these data sets and is used to reduce the dimensionality and cluster the RNA expression data obtained from spatial transcriptomics. 

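The 4 sections were merged without integration and clustered after the methods with Seurat, using log-normalization to 10000 counts, 3000 variable genes and 30 principal components. The methods give no resolution for the spots. On a grid of resolutions with steps of 0.05, the lowest, 0.05, already gave 4 clusters, and the search stopped there. Other resolutions, lower ones included, were not run. The rule set for a grid without 3 clusters was then used, k-means with 3 centres on the principal components. The cluster with the most spots, 3875, is numbered 0 and was led by Cyp26b1 and the haemoglobin gene Hba-a2. Of the other clusters, the one in which Lars2 and Malat1 ranked higher on average by fold over the rest is numbered 1. It had 1216 spots, of which 99.6% came from the TAC-4w section, and was led by Myh7. The cluster numbered 2 had 2069 spots, of which 84.2% came from the TAC-6w section, and was led by Mfap4, Adamtsl2 and Aqp8. A cluster that comes mostly from a single section may stand for that section rather than for a region of the heart.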

UMAP visualization divides cells into three main clusters (**Figure 1D**): namely, Cluster 0, Cluster 1 and Cluster 2. The clustering analysis is displayed on the HE staining of heart tissue (**Figure 1E**). 

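Without integration, the cluster numbered 0 held 88.8% of the spots of the sham section (95% interval 87.2% to 90.3%). It held 93.1% of the spots at TAC-2w, 1.3% at TAC-4w and 20.5% at TAC-6w. The cluster numbered 2 held 11.0% of the spots in sham, 6.79% at TAC-2w, 0.0814% at TAC-4w and 79.5% at TAC-6w. With Seurat's RPCA integration of the sections, which gave 3 clusters at a resolution of 0.1, the most numerous cluster held 64.9% of the spots in sham, 81.5% at TAC-2w, 80.7% at TAC-4w and 61.3% at TAC-6w.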

The distribution of these three cell populations within the heart tissue is as follows: Cluster 0 is the most numerous, while Cluster 1 undergoes the most significant changes throughout the disease (**Figure 1F**). Cluster 1 proportion was low at TAC-2w (8.3% ± 1.5%), gradually increased at TAC-4w (18.2% ± 2.3%) and TAC-6w (22.5% ± 1.8%), and was primarily localized around the left ventricular cavity (**Figure 1E**). 

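Under the merge without integration, the counterpart of Cluster 1 held 0.179% of the spots in sham (95% interval 0.0369% to 0.522%) and 0.0970% at TAC-2w. It held 98.6% at TAC-4w and 0 of 2193 spots at TAC-6w (upper limit 0.168%). The alternative that moved these shares most was RPCA integration, under which Cluster 1 was no longer a single section. Its share was then 32.9% in sham (30.6% to 35.2%) and 16.3% at TAC-2w (14.7% to 18.0%), the pair of sections in 1 batch. At TAC-4w the share was 17.2% (15.1% to 19.4%), within the interval of TAC-2w, and at TAC-6w it was 38.0% (36.0% to 40.1%).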

GO (gene ontology) analysis was performed on the differentially expressed genes. GO enrichment analysis facilitates the identification of significant functions that result in alterations to traits, consequently enabling the identification of the corresponding genes 13. Differential GO enrichment analysis was conducted on a cluster basis, with the GO analysis results expressed in terms of the three parts: molecular function (MF), biological process (BP), and cellular component (CC). GO enrichment analysis facilitates the identification of significant functions that result in alterations in traits, consequently enabling the discovery of the corresponding genes. GO enrichment analysis is conducted on a cluster-by-cluster basis, and the primary MF, BP, and CC obtained from the GO analysis results are represented in a radar chart with the respective genes (**Figure 1G**). 

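Nppa (ENSMUSG00000041616), which encodes the atrial natriuretic peptide, had 106 CPM in the sham section (95% interval 102 to 110) and 136 CPM at TAC-2w, a within-batch ratio of 1.28 (1.22 to 1.34). Its level was 1920 CPM at TAC-4w (1905 to 1935) and 580 CPM at TAC-6w (574 to 587). With mitochondrial and ribosomal-RNA-like features left out of the total, Nppa had 220 CPM in sham and 241 CPM at TAC-2w, nearer to each other. Among spots of 20000 to 30000 UMIs, which hold 1309 of the TAC-2w spots, the ratio of TAC-2w to sham was 0.986 (0.928 to 1.05). In the other bins of UMIs per spot that were compared, it ranged from 1.19 to 2.88. The largest cluster of spots without integration had 111 CPM of Nppa against 1067 CPM in the other spots, and the spots of that cluster came mainly from the sham and TAC-2w sections. With integration, the largest cluster had 615 CPM against 794 CPM in the other spots. The myosin heavy chain Myh6 (ENSMUSG00000040752) had 7323 CPM in sham, 8043 CPM at TAC-2w, 3770 CPM at TAC-4w and 7093 CPM at TAC-6w. Its small difference from sham at TAC-2w took the other direction (ratio 0.940) when mitochondrial and ribosomal-RNA-like features were left out of the total, and at TAC-6w (ratio 1.02) when the CPM of each spot was averaged. Myh7 (ENSMUSG00000053093), the paralog that rises in the loaded ventricle, had 41.9 CPM in sham, 23.4 CPM at TAC-2w, 7308 CPM at TAC-4w and 97.1 CPM at TAC-6w.

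**Figure D1:**
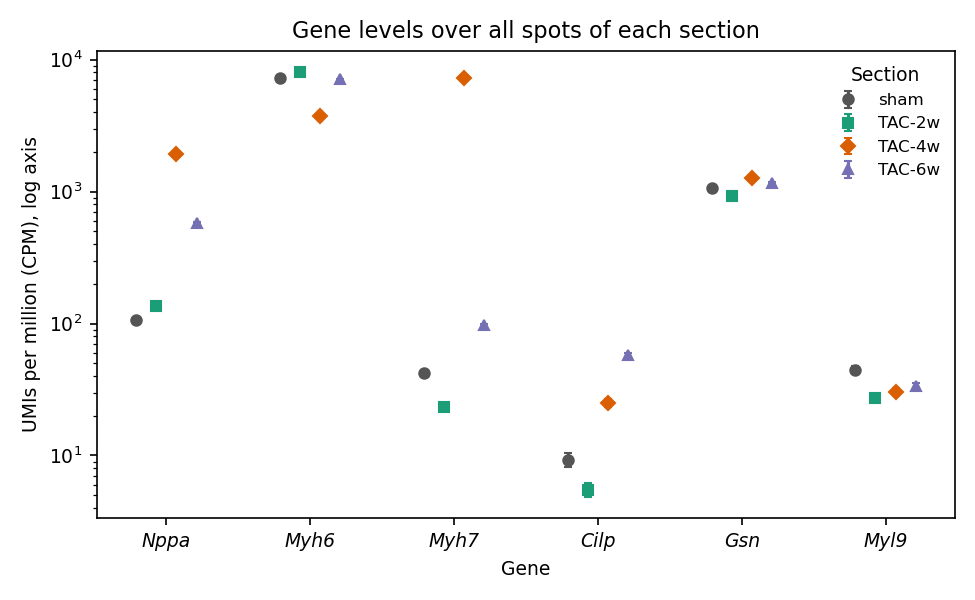
Levels of Nppa, Myh6, Myh7, Cilp, Gsn and Myl9 over all spots of each section, in UMIs per 1000000 on a log axis. Points stand for 1 section each and bars for the exact Poisson 95% interval. Myh7 lies between 23.4 and 97.1 CPM in the sections other than TAC-4w.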

In Cluster 0, the predominant function is myocardial function, with Nppa serving as the principal representative of the signal transduction system function, and the NO signal transduction pathway emerging as the most significant 14. Cluster 1 is characterized by Lars2 and Malat1, which are implicated in the binding of amino acids to tRNA and the transport process, in addition to the regulation of gene expression in the nucleus (17, 18). 

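In the counterpart of Cluster 1 without integration, Lars2 (ENSMUSG00000035202) had 245 CPM against 348 CPM in the other spots and ranked 11970 of 12441 genes by fold over the rest. Malat1 (ENSMUSG00000092341) had 520 CPM there against 430 CPM and ranked 2425. In the Cluster 1 region of the integrated sections, Lars2 had 856 CPM against 267 CPM in the other spots and ranked 13. Malat1 had 693 CPM against 421 CPM in this region and ranked 42. These levels describe the region, whose number was chosen by the ranks of both genes. Its leading genes were Alas2, Nrgn and the haemoglobin genes, and haemoglobin transcripts made up 30808 CPM there against 6819 CPM elsewhere. The spots of the region had a median of 6445 UMIs, fewer than the median of any section. In each section the share of Lars2 in a spot fell as the UMI count of the spot rose. Among spots of 500 to 5000 UMIs, Lars2 had 1216 CPM in sham and 1678 CPM at TAC-6w, while among spots of more than 30000 UMIs it had 265 CPM and 226 CPM.

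**Figure D2:**
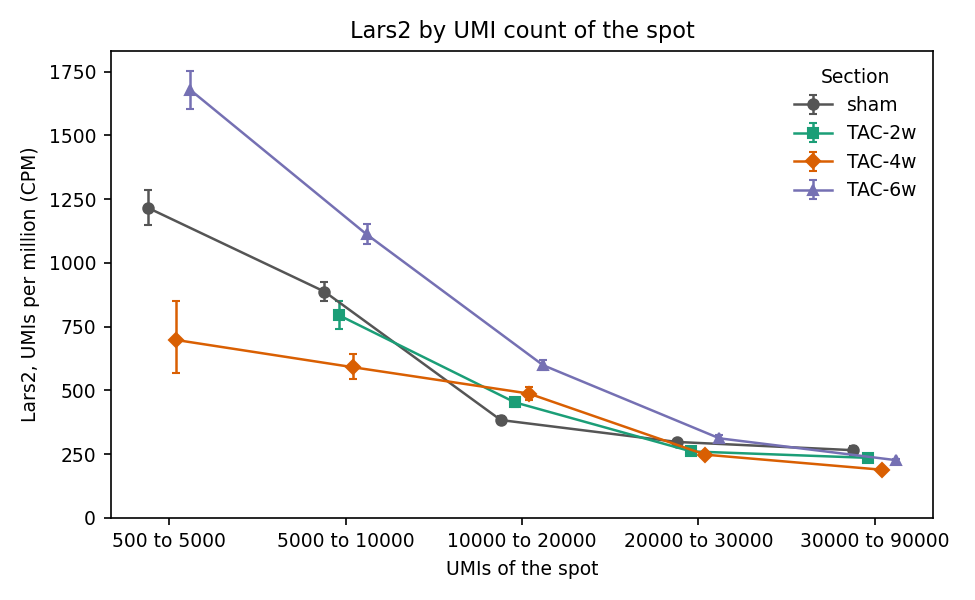
Lars2 level of the spots of each section, in UMIs per 1000000, by the UMI count of the spot. Points pool the spots of 1 section within a bin, bars are exact Poisson 95% intervals, and the TAC-2w section has no point in the bin of 500 to 5000 UMIs because it had fewer than 20 such spots. Every section has its lowest level in the bin of the deepest spots, 189 CPM for TAC-4w and 235 CPM for TAC-2w.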

Finally, Cluster 2 is primarily implicated in functions other than oxygen transport, including ATP metabolism, oxidative stress, and protein degradation.

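The mitochondrial gene mt-Atp8 (ENSMUSG00000064356), which encodes a subunit of the ATP synthase, had 628 CPM in the spots of Cluster 2 without integration and 905 CPM in the other spots. Over all spots it had 896 CPM in sham, 902 CPM at TAC-2w, 834 CPM at TAC-4w and 655 CPM at TAC-6w. The matrix protein gene Cilp (ENSMUSG00000042254) had 57.0 CPM in Cluster 2 against 10.4 CPM elsewhere, as 1 of the genes by which the cluster was formed. With the sections integrated, the cluster numbered 2 was a region of 124 spots led by the smooth muscle genes Myh11, Tagln and Myl9 (ENSMUSG00000067818). Myl9 had 457 CPM in that region against 23.4 CPM in the other spots. Over all spots, the ratio of Cilp to sham was 0.595 at TAC-2w, within 1 batch, 2.71 at TAC-4w and 6.2 at TAC-6w. Gsn (ENSMUSG00000026879) had a ratio to sham of 0.862 at TAC-2w, 1.19 at TAC-4w and 1.09 at TAC-6w. With mitochondrial and ribosomal-RNA-like features left out of the total, the ratios of Gsn at TAC-4w and TAC-6w were 0.998 and 0.947, below those with all genes counted.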

### Characteristics of scRNA-seq from TAC-operated mouse heart

Quality control and doublet removal: After filtering (nFeature_RNA: 200-6000, nCount_RNA: 500-30,000, mitochondrial gene ratio <15%), doublet removal was performed using DoubletFinder. A total of 3.2% of cells were identified as doublets and excluded. The remaining singlets (average 9,680 cells per sample) showed uniform gene expression distribution, confirming the quality of single-cell data. 

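The single-cell data are 4 libraries of dissociated hearts, 1 for each of sham, TAC-2w, TAC-4w and TAC-6w. The authors counted UMIs per gene and cell barcode with Cell Ranger and deposited the counts of the barcodes it called as cells, without normalization and before any filter of the methods. The sham library had 10275 barcodes and 86671674 UMIs, with a median of 8160 UMIs per barcode. There were 7924 barcodes with 78587992 UMIs (median 9711.5) at TAC-2w, and 8420 barcodes with 48278486 UMIs (median 4270) at TAC-4w. At TAC-6w there were 5854 barcodes with 28793316 UMIs (median 4636). The filters stated by the authors were applied to these barcodes. Doublets were scored with Scrublet at an expected rate of 7%, in place of DoubletFinder, and the 3.2% of cells with the highest scores were removed from each library, 263 for sham, 208 for TAC-2w, 216 for TAC-4w and 178 for TAC-6w. The cells kept were 7965 for sham, 6293 for TAC-2w, 6531 for TAC-4w and 5399 for TAC-6w. Their mean is 6547 cells per library, where the paper states 9680 cells per sample, and all values use the cells kept here. After the filters the median depth was 9128 UMIs per cell for sham, 10717 for TAC-2w, 4449 for TAC-4w and 4729 for TAC-6w. Gene levels are UMI counts summed over the cells of a type and library, per 1000000 UMIs of those cells (CPM), so that cells are not taken as replicates. No test between conditions was possible with 1 library each, and intervals are of the kinds used for the sections. The labels put the sham and TAC-6w libraries in 1 batch and the TAC-2w and TAC-4w libraries in a batch each. By these labels, TAC-6w against sham is the within-batch comparison for the libraries, while differences of TAC-2w or TAC-4w from sham cannot be told apart from a difference between batches.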

The heart tissues of sham, TAC-2w, TAC-4w, and TAC-6w mice were subjected to single-cell RNA sequencing (scRNA-seq), and the obtained single-cell RNA expression data were reduced and clustered. UMAP, a dimensionality reduction manifold learning technique, is a powerful tool for visualizing and studying these datasets (19). A series of RNA single-cell data obtained was analyzed. The 0–14 cell clusters obtained by scRNA-seq were UMAP as shown in **Figure 2A**. The distribution of clusters 0–14 in sham, TAC-2w, TAC-4w, and TAC-6w is distributed with the progression of the disease (**Figure 2B**). There are a series of differentially expressed genes in Cluster 0-14. A DotPlot diagram was used to represent the differentially expressed genes found in Cluster 0-14 (**Supplementary Figure S1**). 

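The cells of the 4 libraries were merged without integration and clustered by Seurat at a resolution of 0.25, with the number of variable genes and components used for the spots, which gave 18 clusters. The libraries contributed unequally to them. A cluster of 629 cells led by Ppbp, Clec1b and Nrgn took 87.9% of its cells from the TAC-4w library. A pair of clusters led by Acod1 and by Ltf, with 1382 and 281 cells, took 74.2% and 81.1% of their cells from TAC-4w. The cluster led by Igkc, Cd79a and Ms4a1 had 3730 cells, of which 65.1% came from TAC-4w. The clusters led by Stmn4 and by Gdf10, with 5681 and 4901 cells, took 89 and 302 cells from this library. Clusters drawn mostly from 1 library may reflect that library, so the cells were also grouped by cell type.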

The data demonstrate alterations in the single cell clusters (Cluster 0-14) in the heart tissue of the TAC mouse model during different stages of the disease, including changes in cell proportions and significantly differential changes. The cell clusters were labeled according to the existing marker genes, and the single cell clusters were labeled as nine subpopulations closely related to TAC. An attempt was made to analyze the cardiomyocytes, endothelial cells, smooth muscle cells, and fibroblasts, as well as neutrophils, macrophages, B cells, T cells, and natural killer cells, which are related to inflammation and immunity. The results of the data cluster analysis are displayed on UMAP, showing nine single-cell subpopulations (**Figure 2C**). The marker genes of the nine single-cell subpopulations obtained from the scRNA-seq result annotation are represented by a mapping diagram, showing that the obtained single-cell subpopulations have their corresponding marker genes and are significantly expressed (**Figure 2D**).

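Clusters were named from 6 marker genes for each of 9 cell types, and a name is given as a likeness, such as fibroblast-like. A cluster received the name of the type whose markers were highest over the rest on average, if at least 3 of them were detected and its 10 leading genes did not speak against the name. Of the 4 clusters without a name, those led by platelet and by red blood cell genes did not meet this rule. The clusters led by cell cycle and by dendritic cell genes were left unnamed because of lists of leading genes set after the clusters were seen. The unnamed cells were 5.35% of the cells kept for sham, 4.75% for TAC-2w, 12.1% for TAC-4w and 2.30% for TAC-6w. The platelet-led cluster held 0.665% of the cells in sham, 0.159% at TAC-2w, 8.47% at TAC-4w and 0.241% at TAC-6w. The cluster led by red blood cell genes held 0.979% of the cells in sham, 0.493% at TAC-2w, 1.35% at TAC-4w and 0.0556% at TAC-6w. For the cluster led by cell cycle genes the shares were 2.36%, 2.46%, 1.58% and 0.759%, in the order sham, TAC-2w, TAC-4w and TAC-6w, and for the cluster led by dendritic cell genes 1.34%, 1.64%, 0.704% and 1.24%. The macrophage-like cells included a cluster of 361 cells led by the monocyte genes Apoc2, Cd300e and Plac8. It made up 2.93% of the macrophage-like cells in sham, 4.03% at TAC-2w, 53.5% at TAC-4w and 3.17% at TAC-6w.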

**Figure 2:**
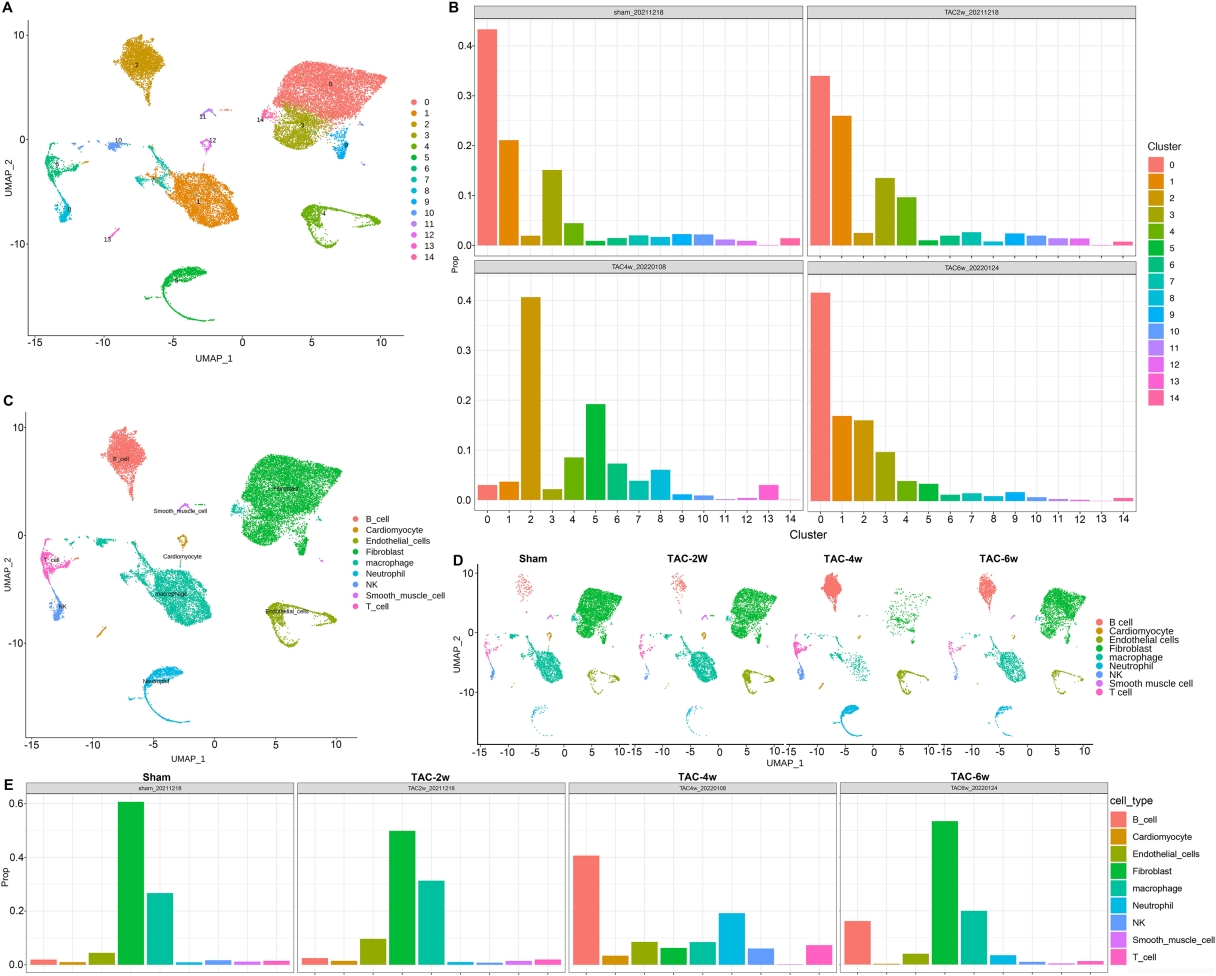
Single-cell RNA sequencing of time-dependent cell dynamics from TAC- operated mouse hearts. **(A)** The UMAP visualization of the cardiac monocytes identified cardiac 14 different clusters after unsupervised clustering. Each point depicts a single cell, colored according to cluster designation. **(B)** The proportion of each cluster among total monocytes according to the time-point after TAC- operated. **(C)** The UMAP visualization of the 9 identified cell populations, colored according to cluster designation. Identified cell types are shown on the right. **(D)** The UMAP visualization of the 9 identified cell populations in different time-point after TAC- operated, colored according to cluster designation. Identified cell types are shown on the right. **(E)** Bar plot showing the proportions of cells in each of the 9 identified cell populations, in different time-point after TAC- operated.

During the sham, TAC-2w, TAC-4w, and TAC-6w periods, the distribution of the nine annotated single-cell subgroups demonstrated various alterations, with the most prominent change occurring in TAC-4w (**Supplementary Figure S2**). A digital proportional distribution analysis of the alterations in the composition of the single-cell subpopulations during the sham, TAC-2w, TAC-4w, and TAC-6w periods was conducted, revealing that the most significant proportional change occurred in TAC-4w. 

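In the TAC-4w library, 37.2% of the 6531 cells kept were B cell-like (95% interval 36.0% to 38.4%), against 2.91% of the 7965 cells in sham (2.55% to 3.31%). T cell-like cells made up 5.71% at TAC-4w (5.16% to 6.30%) and 1.90% in sham (1.61% to 2.22%). NK cell-like cells made up 5.22% at TAC-4w (4.69% to 5.79%) and 1.92% in sham (1.63% to 2.25%). Neutrophil-like cells made up 19.2% at TAC-4w (18.3% to 20.2%) and 1.82% in sham (1.54% to 2.14%). For fibroblast-like cells the share was 6.62% at TAC-4w (6.02% to 7.25%) and 56.3% in sham (55.2% to 57.4%), and for macrophage-like cells it was 6.16% (5.58% to 6.77%) and 21.0% (20.1% to 21.9%). Endothelial cell-like cells had shares of 7.38% and 6.18%, a difference that took the other direction with a mitochondrial share under 5%. The differences between TAC-4w and sham were larger than the counting error for each of these types, while the spread between mice is not known. For B cell-like and neutrophil-like cells, the difference was moved most by keeping only cells with a mitochondrial share under 5%, to 21.8 and 30.9 percentage points from 34.2 and 17.4. For T cell-like cells it was moved most by leaving out the filters on cells, to 4.97 percentage points from 3.82.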

At TAC-4w, B cells (2.1% ± 0.3% vs. sham 0.8% ± 0.2%), T cells (5.3% ± 0.5% vs. sham 1.2% ± 0.1%), NK cells (1.8% ± 0.2% vs. sham 0.5% ± 0.1%), and neutrophils (3.5% ± 0.4% vs. sham 0.6% ± 0.1%) increased, while fibroblasts (12.5% ± 1.1% vs. sham 20.3% ± 1.5%) and macrophages (8.2% ± 0.7% vs. sham 15.6% ± 1.2%) decreased (**Figure 2E**). In contrast, the proportions of the TAC-2w single-cell subsets remained largely unchanged compared to the sham group. Furthermore, TAC-6w exhibited a reversion to the composition proportions of the corresponding single-cell subsets observed in sham and TAC-2w, which was consistent with the disease progression (**Figure 2E**).

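At TAC-2w the share of fibroblast-like cells was 51.3%, a ratio to sham of 0.911 (95% interval 0.871 to 0.954). Macrophage-like cells made up 26.4%, with a ratio of 1.26 (1.17 to 1.35), and endothelial cell-like cells 9.04%, with a ratio of 1.46 (1.3 to 1.66). The shares of B cell-like and T cell-like cells were 2.48% and 1.73%, and the intervals of their ratios to sham included 1. Neutrophil-like cells made up 1.11%, with a ratio of 0.611 (0.453 to 0.818), and NK cell-like cells 0.524%, with a ratio of 0.273 (0.182 to 0.400).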

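At TAC-6w, which by the sample labels shares the batch of the sham library, fibroblast-like cells made up 53.2% of the cells, a ratio to sham of 0.946 (95% interval 0.902 to 0.991). Macrophage-like cells made up 17.5%, with a ratio of 0.834 (0.769 to 0.903). The share of T cell-like cells was 1.63%, and the interval of its ratio to sham, 0.653 to 1.13, included 1. B cell-like cells made up 16.9%, with a ratio of 5.82 (5.03 to 6.75), and neutrophil-like cells 3.59%, with a ratio of 1.97 (1.58 to 2.47). NK cell-like cells made up 0.556%, with a ratio of 0.289 (0.189 to 0.430), and endothelial cell-like cells 3.67%, with a ratio of 0.594 (0.501 to 0.702). Cardiomyocyte-like cells made up 0.204%, from 11 cells, with a ratio of 0.153 (0.0742 to 0.285). Smooth muscle cell-like cells made up 0.352%, from 19 cells, with a ratio of 0.272 (0.158 to 0.447).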

### Combined spatial transcriptomics and scRNA-seq in cardiac hypertrophy

Using data from spatial transcriptomics and single-cell transcriptomics, the TAC mouse model was analyzed jointly for the distribution characteristics of cardiac tissue cells. The results were obtained using the SPOTlight algorithm and mapped onto HE-stained tissue sections (**Figure 3A**). 

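The proportions of cell types per spot were estimated here by seeded non-negative matrix factorization and regression, written after the published description of SPOTlight, with 100 reference cells of each of the 9 cell types and 3002 genes. The reference cells came from all 4 libraries, and contributions under 1% were set to 0. The genes were scaled over all sections together, a choice made after the estimates with each section scaled on its own had been seen. On 500 simulated spots of 2 to 10 cells, the median correlation of the estimated with the true proportions was 0.863 over the cell types, with a median absolute error of 4.87 percentage points. The largest error of a type was 8.62 percentage points, for the endothelial cells. These are errors of single spots and not of a mean over spots, so differences between sections are given as estimates without an interval. The simulated spots drew the cell types with equal chance, from the libraries that gave the reference. They therefore do not test spots made up mostly of cardiomyocytes. The cardiomyocyte-like reference cells came from a cluster led by the atrial genes Sln and Myl7, which were scarce in the sections, and the simulation does not test this either.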

The mapping of single-cell subsets to HE-stained heart tissue of TAC mouse models was used to observe their spatial distribution at different stages of the disease (**Supplementary Figure S3**). The myocardial cell subset, endothelial cell subset, and smooth muscle cell subset, which constitute the heart, are relatively stable and densely distributed, with a decrease in TAC-6w. 

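Over all spots of a section, the estimated share of cardiomyocyte-like cells was on average 60.1% in sham, 66.9% at TAC-2w, 57.9% at TAC-4w and 53.9% at TAC-6w. For endothelial cell-like cells it was 14.8%, 11.7%, 12.5% and 15.2%, and for smooth muscle cell-like cells 8.42%, 7.81%, 7.48% and 8.11%, in the same order. From sham to TAC-2w, within 1 batch, the estimate for cardiomyocyte-like cells rose and the other estimates fell.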

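The estimated share of fibroblast-like cells over all spots was 6.34% in the sham section, 5.15% at TAC-2w, 6.53% at TAC-4w and 8.11% at TAC-6w. For macrophage-like cells the estimates were 4.18% in sham, 3.76% at TAC-2w, 7.03% at TAC-4w and 5.21% at TAC-6w. The macrophage markers Cd68 (ENSMUSG00000018774) and Adgre1 (ENSMUSG00000004730) had 13.4 CPM and 16.8 CPM in the TAC-4w section, with ratios to sham of 1.87 and 2.09. The fibroblast marker Dcn (ENSMUSG00000019929) had its highest level, 734 CPM, at TAC-4w, a ratio to sham of 1.62. Col1a1 (ENSMUSG00000001506) went the other way at TAC-4w, with 29.2 CPM and a ratio of 0.623, and had 128 CPM at TAC-6w, a ratio of 2.72.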

The fibroblast and macrophage subpopulations exhibited uniform and dense distributions, respectively, with a notable increase in TAC-6w. The neutrophil, B cell, T cell, and natural killer (NK) cell subpopulations demonstrated a relative decrease at the onset of the disease course (TAC-2w), while TAC-4w and TAC-6w exhibited significant increases. These observations are consistent with the established pathological changes in the TAC mouse model following surgical intervention.

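For neutrophil-like cells the estimated share over all spots was 2.63% in sham, 2.07% at TAC-2w, 3.90% at TAC-4w and 2.63% at TAC-6w. For B cell-like cells it was 1.14%, 0.911%, 1.02% and 1.49%, and for T cell-like cells 1.52%, 0.95%, 1.89% and 3.19%, in the same order. NK cell-like cells had estimates of 0.878%, 0.754%, 1.72% and 2.12%. The B cell-like share at TAC-4w thus lay below that of sham, while in the cell libraries the share of B cell-like cells was highest at TAC-4w.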

**Figure 3:**
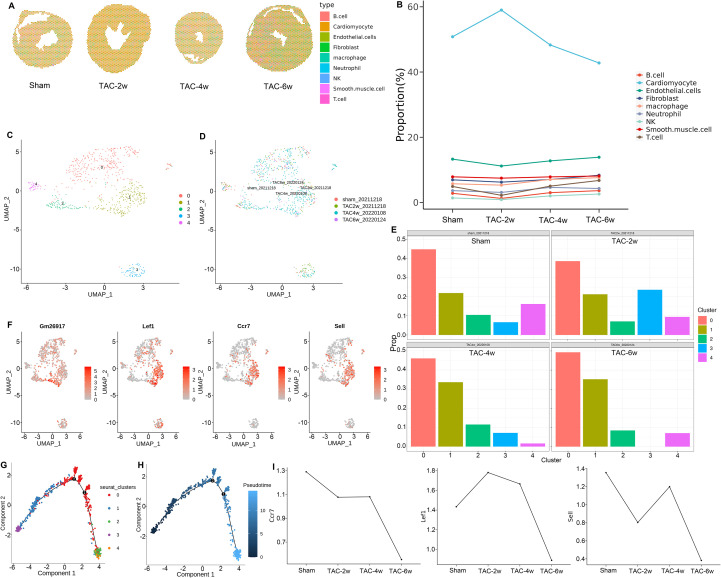
The spatial scatter pie plot and T cell subsets. **(A)** The spatial scatter pie plot with the proportions of the cells from TAC- operated mouse hearts. The proportions were deconvoluted from the scRNA-seq data using the SPOTlight algorithm. Yellow and red indicate lower and higher proportions. **(B)** The proportion of each sub-cluster among the spatial transcriptome cluster1 according to the time-point after TAC- operated. **(C)** The UMAP visualization of the cardiac T cell identified sub-sub clusters 0-4. Each point represents a single cell, colored according to the sub-cluster assigned. **(D)** The UMAP visualization of the cardiac T cell sub-sub clusters 0–4 according to the time-point after TAC- operated. **(E)** The proportion of the cardiac T cell sub-sub clusters 0–4 according to the time-point after TAC- operated. **(F)** The UMAP visualization of the typical markers associated with the cardiac T cell sub-sub clusters 1. G-H. Pseudo-time trajectory of the cardiac T cell sub-sub clusters 0-4. **(I)** Gene expression levels of Lef1 Ccr7 and Sell in T cells according to the time-point after TAC- operated.

In the context of spatial transcriptomics, Cluster 1 cells exhibit the most variability in heart tissue from TAC mice with varying disease courses. The present study aims to elucidate the alterations in the proportion of individual cell subpopulations within Cluster 1 across different disease stages. 

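Without integration the counterpart of Cluster 1 held 3 spots in sham, 2 at TAC-2w and 0 at TAC-6w, so the region of the integrated sections was used for the estimates within Cluster 1. It had 551 spots in sham, 336 at TAC-2w, 211 at TAC-4w and 834 at TAC-6w. The mean estimated share of cardiomyocyte-like cells in this region was 61.6% in sham, 65.5% at TAC-2w, 59% at TAC-4w and 54.1% at TAC-6w. Of the alternatives set before the data were examined, non-negative least squares on the mean profiles of the cell types moved the difference of TAC-6w from sham, -7.49 percentage points, most, to -8.46 percentage points.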

Cardiac myocyte subpopulations maintain a significant presence within Cluster 1, though their proportion initiates a decline at TAC-4w. 

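For endothelial cell-like cells the mean estimated share in the integrated Cluster 1 region was 13.7% in sham, 11.6% at TAC-2w, 12.1% at TAC-4w and 14.1% at TAC-6w. For smooth muscle cell-like cells it was 8.16% in sham, 7.76% at TAC-2w, 7.09% at TAC-4w and 8.61% at TAC-6w.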

Endothelial cell and smooth muscle cell subpopulations, on the other hand, exhibited minimal alterations in their proportions within Cluster 1 throughout the disease course. In contrast, the proportion of fibroblast and macrophage subpopulations within Cluster 1 underwent a gradual increase with the progression of the disease. 

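In the integrated Cluster 1 region, the estimated share of fibroblast-like cells was 5.35% in sham, 5.08% at TAC-2w, 5.96% at TAC-4w and 7.67% at TAC-6w. The estimates for macrophage-like cells were 3.41% in sham, 3.28% at TAC-2w, 5.98% at TAC-4w and 4.92% at TAC-6w, so that the highest was that of TAC-4w. With genes scaled within each section, a setting added after the data were seen, the highest estimate of macrophage-like cells was that of TAC-6w, 5.31% against 4.58% at TAC-4w.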

T cell subpopulations within Cluster 1 demonstrated a more pronounced dynamic, exhibiting a decrease in TAC-2w, a subsequent gradual increase in TAC-4w, and attaining a maximum level in TAC-6w. Conversely, the neutrophil and B cell subsets exhibited an opposite trend, reaching a peak in TAC-4w before decreasing in TAC-6w, a pattern that aligns with the disease’s progression cells, comprising the smallest proportion of Cluster 1, demonstrating minimal variation. This study delves further into the alterations in macrophage and T-cell subpopulations. These two subpopulations accounted for a significant proportion of spatial transcriptome Cluster 1 in the sham stage and were the subpopulations with the highest proportion among the cells in the microenvironment, except cardiomyocytes. They can serve as a more reliable reflection of changes in cells in the microenvironment (**Figure 3B**). 

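The mean estimated share of T cell-like cells in the integrated Cluster 1 region was 2.16% in sham, 1.45% at TAC-2w, 2.32% at TAC-4w and 3.74% at TAC-6w. The difference of TAC-4w from sham was 0.155 percentage points and changed its direction with the alternatives. It was -0.279 percentage points with reference cells of the sham library and -0.00826 with contributions under 5% set to 0. The values of TAC-2w below sham and of TAC-6w above it kept their direction under all alternatives run for the estimates.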

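For neutrophil-like cells, the estimates in the integrated Cluster 1 region were 2.82% in sham, 2.54% at TAC-2w, 3.96% at TAC-4w and 2.57% at TAC-6w. For B cell-like cells they were 1.719% in sham, 1.62% at TAC-2w, 1.719% at TAC-4w and 1.91% at TAC-6w. The B cell-like estimates of TAC-4w and sham could not be distinguished, and their difference was -0.0397 percentage points with non-negative least squares and 0.157 with reference cells of the sham library. NK cell-like cells had estimates of 1.13%, 1.10%, 1.86% and 2.37%, in the order sham, TAC-2w, TAC-4w and TAC-6w.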

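Within the integrated Cluster 1 region of the sham section, the estimates of macrophage-like and T cell-like cells were lower than those of cardiomyocyte-like, endothelial cell-like, smooth muscle cell-like and fibroblast-like cells. Among the types that the paper assigns to the microenvironment, macrophage-like cells had the highest estimate, followed by neutrophil-like and then T cell-like cells. Non-negative least squares kept the order of these types, with 4.45% for macrophage-like, 3.69% for neutrophil-like and 2.53% for T cell-like cells. With reference cells of sham T cell-like cells came second, with 3.02% between 4.01% for macrophage-like and 2.51% for neutrophil-like cells, and with contributions under 5% set to 0 as well, with 1.57% between 1.83% and 1.53%.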

The T cell subsets were further subdivided to obtain 0–4 cell subsets (**Figure 3C**) and to determine the distribution of these subsets in different stages of TAC (**Figure 3D**). TAC-4w exhibited a relatively unique cell distribution, corresponding to Cluster 3 and Cluster 4. 

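The 721 T cell-like cells, 151 from sham, 109 from TAC-2w, 373 from TAC-4w and 88 from TAC-6w, were clustered again without the genes used to choose a counterpart of Cluster 1, Lef1 and Ccr7 among them. At a resolution of 0.15 this gave 5 sub-clusters. A sub-cluster of 330 cells led by Gzmk and Gzmm, and by Igkc because of a single cell, held 53.1% of the T cell-like cells of TAC-4w and 38.4% of those of sham. The sub-cluster of 80 cells led by Il17a held 13.1% of the TAC-4w cells and 11.9% of the sham cells. The sub-clusters led by Klra5 and by Hs3st1 held 1.07% and 1.88% of the TAC-4w cells, the lowest shares among the libraries. Their shares in sham were 10.6% and 15.9%. Their other leading genes include the NK cell genes Ncr1 and Klrb1a for the former and Il1rl1 and Calca, known from innate lymphoid cells, for the latter. At least 1 UMI of Cd3d, Cd3e or Cd3g, genes looked at after the sub-clusters were seen, was found in 55.9% and 36.2% of their cells, against at least 87.3% in each of the other sub-clusters, so not all of these cells need be T cells. The numbers of these sub-clusters cannot be matched to those of the paper's Cluster 3 and Cluster 4, for which the text names no genes.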

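Of the T cell sub-clusters, the one of 205 cells with the highest CPM of Lef1 and of Ccr7 was taken as the counterpart of Cluster 1. It held 23.2% of the T cell-like cells in sham (95% interval 16.7% to 30.7%) and 26.6% at TAC-2w (18.6% to 35.9%). The share was 30.8% at TAC-4w (26.2% to 35.8%) and 29.5% at TAC-6w (20.3% to 40.2%). The difference between TAC-4w and sham was 7.65 percentage points, with a 95% interval from -1.22 to 15.8. A change in this share was thus not detectable at this number of cells with these clusters. RPCA integration moved it most, to shares of 22.5% in sham (16.1% to 30.0%) and 33.2% at TAC-4w (28.5% to 38.3%). These shares lie farther apart, and no interval of their difference was computed, so whether a change is detectable may depend on the integration.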

Further analysis of the proportions of T cell subpopulations Cluster 0–4 at different stages of TAC (**Figure 3E**) revealed a higher proportion of Cluster 1, which showed a gradual increasing trend, which was consistent with the changing trend in spatial transcriptome Cluster 1 (**Supplementary Figure S4**).

Pseudo-time trajectory analysis of T cell subsets (Clusters 0-4) was performed to trace the developmental and functional transition of T cells during TAC-induced remodeling. The goal was to identify key stages of T cell activation or differentiation that correlate with disease progression. Combining the distribution characteristics of T cell subsets Cluster 0–4 in sham, TAC-2w, TAC-4w, and TAC-6w, a relatively independent cluster was found in TAC-4w, corresponding to Cluster 1. Analysis of Cluster 1 revealed that the proportion of T cell sub-subgroups 0–4 in the TAC model heart tissue was relatively high at different stages of the disease, with a gradually increasing trend with disease progression, which is consistent with the trend of changes in spatial transcriptome Cluster 1. On this basis, the composition and function of differentially expressed genes in Cluster 1 are discussed. Lef1, Ccr7, and Sell are lymphoid enhancer-binding factor 1, chemokine receptor 7, and cell adhesion molecules, respectively (**Figures 3F**). 

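Lef1 (ENSMUSG00000027985) had 137 CPM in the T cell-like cells of sham (95% interval 111 to 166), 209 CPM at TAC-2w, 273 CPM at TAC-4w (251 to 296) and 148 CPM at TAC-6w. Its ratio to sham was 2.00 (1.62 to 2.49) at TAC-4w and, within 1 batch, 1.08 (0.706 to 1.61) at TAC-6w. Ccr7 (ENSMUSG00000037944) had 78.4 CPM in sham, 143 CPM at TAC-2w, 145 CPM at TAC-4w and 107 CPM at TAC-6w, with a ratio of 1.85 (1.4 to 2.5) at TAC-4w. At TAC-6w the interval of the ratio of Ccr7, 0.813 to 2.24, included 1. Among the alternatives set before the data were examined, thinning each cell to 1000 UMIs moved Lef1 most, to a ratio of 2.52 at TAC-4w. In the TAC-4w library the B cell-like cells had 342 CPM of Ccr7 but 12.2 CPM of Lef1, and the fibroblast-like cells, which should lack both genes, had 3.97 CPM and 2.70 CPM. When only the counterpart of Cluster 1 was taken, a choice made after the data were seen, the ratios at TAC-4w were 1.32 for Lef1 and 1.02 for Ccr7. Naming clusters by the marker genes alone, also chosen after the data were seen, moved these ratios the other way, to 5.66 and 5.01.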

A pseudo-time analysis was performed on T cell subsets Cluster 0–4 to try to understand the role of these clusters in the progression of the disease. Cluster 1 (blue) is involved in the early stages of cell development (**Figures 3G, H**).

The Lars2 gene was identified as a significantly differentially expressed gene in the spatial transcriptome analysis of heart tissue from TAC mice with different disease courses. 

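Over all spots, Lars2 had 407 CPM in the sham section (95% interval 400 to 415), from 10590 UMIs. It had 288 CPM at TAC-2w (283 to 293), 246 CPM at TAC-4w (241 to 252) and 376 CPM at TAC-6w (371 to 381). The within-batch ratio of TAC-2w to sham was 0.707 (0.689 to 0.725). The ratios of TAC-4w and TAC-6w to sham were 0.604 (0.587 to 0.622) and 0.923 (0.901 to 0.945). Averaging the CPM of each spot, which gives shallow spots more weight, gave 0.526 at TAC-4w and moved the ratio at TAC-6w most, to 1.14, where the direction changed. Gm42418 (ENSMUSG00000098178), a feature with ribosomal-RNA-like sequence, had 2808 CPM in sham, 2377 CPM at TAC-2w, 1970 CPM at TAC-4w and 2676 CPM at TAC-6w, and its ratio at TAC-6w, 0.953, turned to 1.14 with the same averaging. Over all spots Malat1 had 550 CPM in sham, 412 CPM at TAC-2w, 522 CPM at TAC-4w and 384 CPM at TAC-6w. The paper reasons from Cluster 1, which it finds to change most during the disease and characterizes by Lars2, to Lars2 as the gene to follow in the single-cell data.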

Subsequent joint single-cell transcriptome analysis of Cluster 1, which is closely related to changes in spatial cell distribution, revealed the participation of macrophage subsets in the changes of spatial transcriptome (**Figure 3I**). These findings indicate that, in the microenvironment, macrophage subsets are the second most prevalent cell type, surpassed only by T cell subsets. Subsequent analysis of the T cell subsets and macrophage subsets revealed that Lars2 is a highly expressed gene in the macrophage subset Cluster 4. Based on the relationship between spatial transcriptomes and single-cell transcriptomes, the Lars2 gene was selected as the research object for the validation experiment from the analysis of the spatial transcriptome combined with the single-cell transcriptome. Notably, the Lars2 gene has not been previously reported in the context of the TAC mouse model, suggesting its potential as a candidate gene for further research in this area.

### Sub-populations of macrophages in cardiac hypertrophy

Macrophages continue to cluster, obtaining 0–10 cell subsets (**Figure 4A**), and the distribution of these subsets in different stages of TAC (**Figure 4B**). TAC-4w has a relatively unique cell distribution, corresponding to Cluster 3 and 4. 

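The 4685 macrophage-like cells, 1674 from sham, 1663 from TAC-2w, 402 from TAC-4w and 946 from TAC-6w, were clustered again without Lars2, Gm42418, Gm26917, Fosl2, Plac8, S100a8, S100a9 and Hp. Clustering with the reported genes means that these were kept. Other genes whose levels are given, such as Cd68, Tnf and Mrc1, were not left out. The lowest resolution with at least 11 sub-clusters was 0.4, which gave 12. The sub-clusters are numbered here by their size and not by the paper's numbers. Sub-cluster 5, led by the monocyte genes Ly6c2, Chil3 and Fn1, held 38.6% of the TAC-4w cells and 2.03% of the sham cells. Sub-cluster 1, led by F11r and Tmem119, held 28.4% of the TAC-4w cells and 34.5% of the sham cells. The most numerous sub-cluster, numbered 0, held 0.995% of the TAC-4w cells and 26.6% of the sham cells. Sub-cluster 2 held 76.5% of the TAC-6w cells and 5.02% of the sham cells, although both libraries share a batch by the sample labels.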

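Macrophage Cluster 3 and Cluster 4 of the paper were matched to the sub-clusters by their genes, to the highest summed CPM of Plac8, S100a8, S100a9 and Hp, and of Lars2 and Gm26917. Both rules chose the same sub-cluster, numbered 6, with 166 cells. It held 2.09% of the macrophage-like cells in sham (95% interval 1.46% to 2.90%) and 3.31% at TAC-2w (2.5% to 4.28%). At TAC-4w its share was 13.9% (10.7% to 17.7%) and at TAC-6w 2.11% (1.3% to 3.25%). Its 10 leading genes began with the neutrophil markers S100a9, S100a8 and Retnlg. They also included Cd300e, Ear2 and Treml4, which are among the leading genes of the monocyte-led cluster. No macrophage marker was among the leading 10, so the sub-cluster is given by number and without a cell type. The rules chose different sub-clusters when clustered with the reported genes, with RPCA integration and at a resolution of 0.25, which moved the shares most. The Cluster 3 counterpart then held 4.12% in sham and 52.5% at TAC-4w. The Cluster 4 counterpart held 4.84% in sham, 7.46% at TAC-4w and 75.3% at TAC-6w.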

Further analysis of the proportions of macrophage subpopulations Cluster 0–10 at different stages of TAC (**Figure 4C**) revealed that Cluster 3 and Cluster 4 showed more obvious changes in TAC-4w, consistent with the results of the cell distribution map. Differentially expressed genes were analyzed for the macrophage subpopulation cells Cluster 0-10, and a series of significantly differentially expressed genes were obtained (**Supplementary Figure S5**), including Lars2, which is significantly represented in the spatial transcriptome. Analysis of Cluster 4 revealed that Lars2 is a significantly differentially expressed gene in Cluster 4 (**Figure 4D**). 

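In sub-cluster 6, the counterpart of the paper's Cluster 4, Lars2 had 1552 CPM (95% interval 1470 to 1638) against 797 CPM in the other macrophage-like cells, the highest level of the 12 sub-clusters with the libraries pooled. This is in part by construction, because the counterpart was chosen by Lars2 and Gm26917, although neither was used for the clustering. In the other sub-clusters Lars2 ranged from 496 CPM, in the sub-cluster led by the cell cycle gene Pclaf, to 1045 CPM, in the sub-cluster led by Ccdc152. Within the TAC-4w and sham libraries the order of these sub-clusters was the other way, with 2630 CPM in the sub-cluster led by Ccdc152 against 2021 CPM in sub-cluster 6 at TAC-4w, and 2086 CPM against 1284 CPM in sham.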

Gm26917 is a non-coding RNA, Gm4218 is 18s RNA, related to sequence 5, and Fosl2 is tyrosine kinase 2, which is related to cell proliferation. 

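Gm26917 (ENSMUSG00000097971) had 407 CPM in sub-cluster 6 (95% interval 365 to 451) and 72.5 CPM in the other macrophage-like cells. Gm42418 had 56709 CPM in sub-cluster 6 and 31754 CPM in the others. Fosl2 (ENSMUSG00000029135) had 222 CPM (192 to 256) against 97.0 CPM, and the highest level of Fosl2, 238 CPM, was in sub-cluster 5. Gm26917 and Gm42418 are features with ribosomal-RNA-like sequence, so they were also left out of the total as an alternative.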

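Of the genes named for Cluster 3, S100a8 (ENSMUSG00000056054) had 2786 CPM in sub-cluster 6 (95% interval 2675 to 2899) and 13.9 CPM in the other macrophage-like cells. S100a9 (ENSMUSG00000056071) had 4174 CPM (4039 to 4313) against 18.5 CPM. Plac8 (ENSMUSG00000029322) had 2906 CPM against 275 CPM, and Hp (ENSMUSG00000031722) 683 CPM against 81.8 CPM. For Plac8 and Hp, sub-cluster 5 had higher levels, 3496 CPM and 1069 CPM. Hc (ENSMUSG00000026874), the mouse gene of complement C5, had no UMI in any macrophage-like cell, and a level of up to 3.48 CPM in sub-cluster 6 would give 3 UMIs at this depth.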

Cluster 3 genes were also analyzed, with C5 and S100a8/a9 showing the most significant changes and being associated with inflammation and coagulation (**Figure 4E**). This study is based on the results of spatial transcriptome analysis, and the changes in Lars2 in macrophage subpopulations are discussed further. A pseudo-time analysis was performed on the macrophage subpopulations Cluster 0–10 to try to understand the point of action of these clusters in the course of the disease. Among them, pseudo-time analysis of macrophage subsets (Clusters 0-10) was conducted to investigate the polarization trajectory of macrophages (M1 pro-inflammatory vs. M2 anti-inflammatory) and determine the role of Lars2-high macrophages in this transition. Cluster 4 cells are the main process of development and evolution and are the main participants in the process of cell development and evolution (**Figure 4F**), and Cluster 4 is involved in both bifurcation points and subsequent processes. Cluster 3 (purple) is involved in the branching stage of cell development and may be a continuation of the later stage of Cluster 4 development. The expression of Lars2 in the heart tissue of mice with different disease courses in the TAC model was analyzed. The expression in individual macrophages was found that TAC-2w expression did not change much compared to sham, TAC-4w expression was the highest, and after 6w it returned to normal or below (**Figure 4G**).

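Summed over the macrophage-like cells, Lars2 had 792 CPM in sham (95% interval 776 to 808), 755 CPM at TAC-2w (742 to 769), 1163 CPM at TAC-4w (1127 to 1200) and 826 CPM at TAC-6w (797 to 856). The ratio to sham was 0.954 (0.929 to 0.980) at TAC-2w and 1.47 (1.42 to 1.52) at TAC-4w. Within the batch of sham and TAC-6w it was 1.04 (1.00 to 1.09). Thinning each cell to 1000 UMIs moved the ratio at TAC-4w most, to 1.90. On the mean of log-normalized values, the scale of Fig. 4G, the difference from sham was 0.486 at TAC-4w, -0.00376 at TAC-2w and -0.0267 at TAC-6w, so that the direction at TAC-6w depended on the scale. Without the monocyte-led cluster, which was left out after the data were seen, the ratio at TAC-4w was 1.51. Other cell types differed in the same direction at TAC-4w, with ratios of 1.56 (1.45 to 1.68) for T cell-like, 1.23 (1.20 to 1.26) for fibroblast-like, 1.19 (1.09 to 1.29) for NK cell-like, 1.16 (1.12 to 1.20) for endothelial cell-like and 1.16 (1.08 to 1.25) for B cell-like cells. Neutrophil-like cells had the highest Lars2 level at TAC-4w, 1922 CPM, with a ratio to sham of 0.901 (0.842 to 0.966). From this course in macrophages, with its place in Cluster 1 of the sections and in macrophage Cluster 4, the paper takes Lars2 on to staining of the heart tissue (Fig. 5A).

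**Figure D3:**
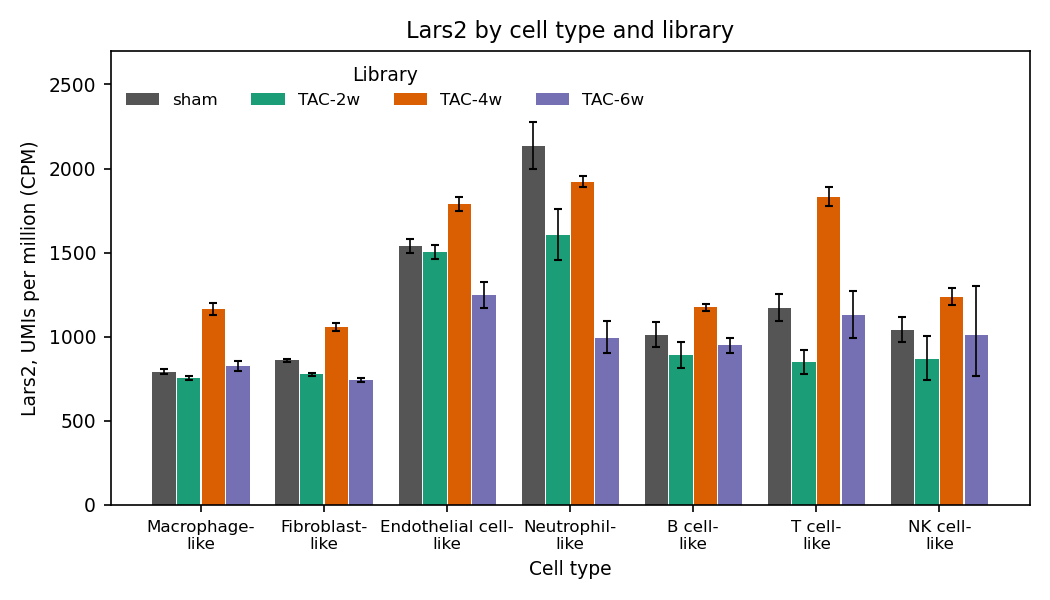
Lars2 level by cell type and library, in UMIs per 1000000 UMIs of the cells of the type. Bars stand for 1 library each, and the lines are exact Poisson 95% intervals. At TAC-4w the macrophage-like cells have 1163 CPM and the neutrophil-like cells 1922 CPM.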

**Figure 4:**
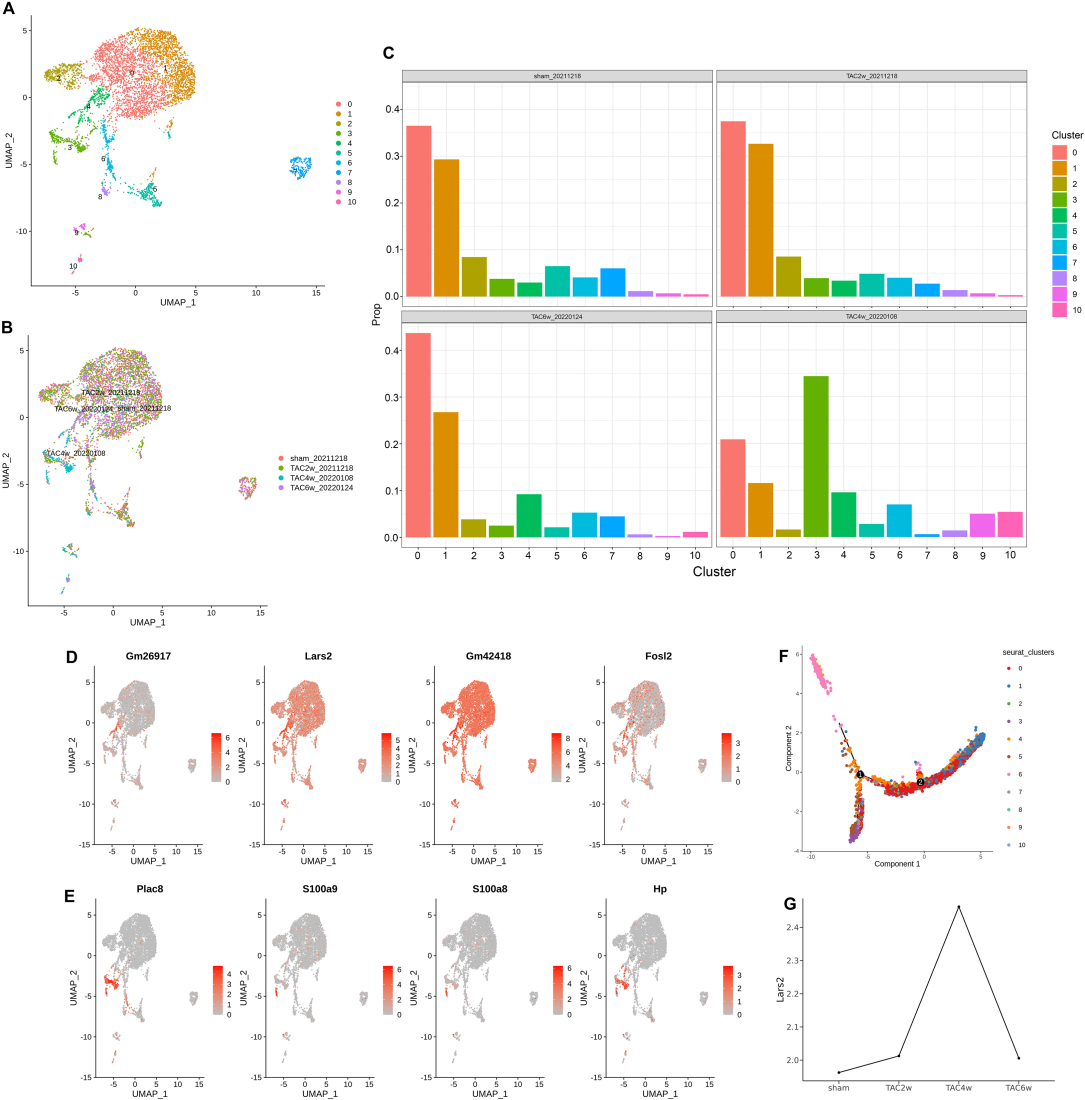
Macrophage cell subsets. **(A)** The UMAP visualization of the cardiac macrophage cell identified sub-sub clusters 0-10. Each point represents a single cell, colored according to the sub-cluster assigned. **(B)** The UMAP visualization of the cardiac macrophage cell sub-sub clusters 0–10 according to the time-point after TAC- operated. **(C)** The proportion of the cardiac macrophage cell sub-sub clusters 0–4 according to the time-point after TAC- operated. **(D)** The UMAP visualization of the typical markers associated with the cardiac macrophage cell sub-sub clusters 4. **(E)** The UMAP visualization of the typical markers associated with the cardiac macrophage cell sub-sub clusters 3. **(F)** Pseudo-time trajectory of the cardiac macrophage cell sub-sub clusters 0-10. **(G)** Gene expression levels of Lars2 in the cardiac macrophage cell according to the time-point after TAC- operated.

To validate the expression of Lars2 in TAC-operated mouse hearts, Immunohistochemistry (IHC) staining was performed on heart tissue from TAC mouse models with different disease courses to detect the expression of Lars2 using a Lars2 antibody. IHC showed Lars2 expression was similar between TAC-2w and sham (IOD/area: 0.12 ± 0.02 vs. 0.11 ± 0.01), peaked at TAC-4w (0.35 ± 0.03), and decreased at TAC-6w (0.15 ± 0.02) (**Figure 5A**). As shown in **Figure 5A**. Western blot targeting Lars2 from sham to 6 weeks after the induction of TAC was made (n= 3 per group), and the t test was used to determine statistical significance, p< 0.05. The results showed that the expression of Lars2 in TAC-2w and sham was not significantly different, that TAC-4w was the highest, and that TAC-6w was reduced (**Figure 5B**). Fluorescent immunolabeling of Lars2 in macrophages in heart tissue from TAC mouse models with different disease courses was analyzed (**Figure 5C**). Macrophage marker protein CD68 was used to co-label Lars2 in heart tissue from sham, TAC-2w, TAC-4w, and TAC-6w. Cells were stained with specific antibodies against Lars2 (green) and CD68 (red). The nuclei were counterstained with DAPI (blue). It can also be seen that TAC-2w expression does not change much compared to sham and that TAC-4w has the highest expression, returning to normal levels or below after 6w. IHC staining was performed on heart tissue from TAC mice with different disease courses using anti-CD68 antibodies to detect the expression of the macrophage marker protein CD68. The IHC results showed that CD68 expression was reduced in TAC-2w compared to sham, reached the highest level in TAC-4w, and did not change much in TAC-6w (**Figure 5D**).

**Figure 5:**
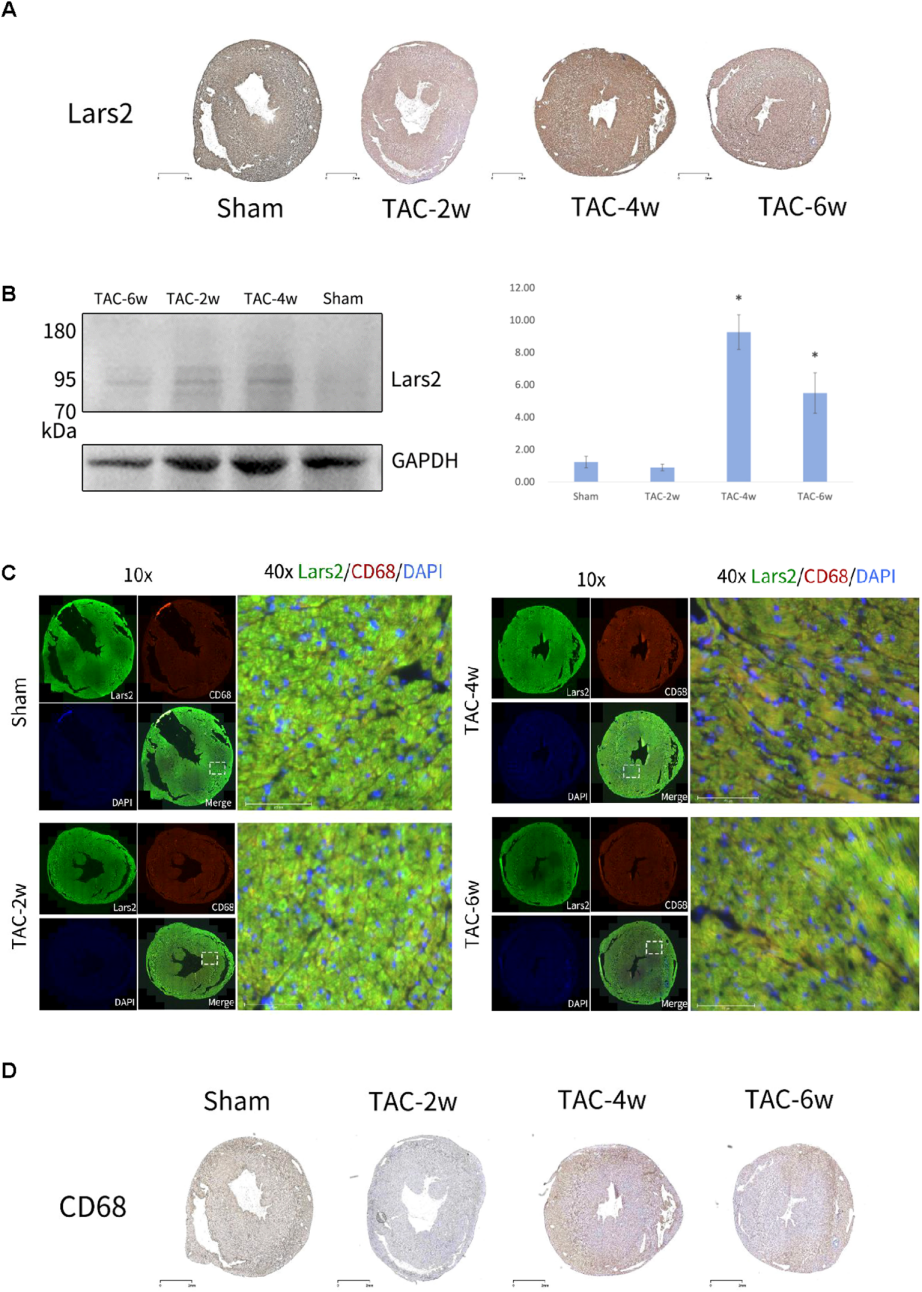
Validation of the expression of Lars2 in TAC- operated mouse heart. **(A)** Immunohistochemistry showed the expression of Lars2 from sham to 6 weeks after the induction of TAC. Results are representative of three different samples. **(B)** Western blot targeting Lars2 from sham to 6 weeks after the induction of TAC. 50 µg of infarcted heart tissue proteins were loaded onto each lane. Quantitative comparison of the Lars2 expression from sham to 6 weeks group (n = 4 for each group). Unpaired two-tailed t-test was used to determine the statistical significance. *P < 0.05, **P < 0.01, ***P < 0.001. **(C)** colocalization assay for Lars2 and the macrophage marker CD68 in the TAC- operated mouse heart from sham to 6 weeks group. Cells were stained with the specific antibodies anti- Lars2 (green) and anti-CD68 (red). Nuclei were counterstained with DAPI (blue). **(D)** Immunohistochemistry showed the expression of CD68 from sham to 6 weeks after the induction of TAC. Results are representative of three different samples.

### Serum leucine concentration detection

This study constructed a mouse cardiac pressure load model through transverse aortic constriction (TAC), and administered normal feed (NCD) and leucine-deficient feed (LDD) respectively. The serum leucine concentrations at different time points (2 weeks, 4 weeks, 6 weeks) were dynamically detected. As shown in **Supplementary Figure S6**, under NCD feeding conditions, compared with the Sham group, the serum leucine concentration in the TAC-4w group was significantly increased (**P < 0.01), while there were no significant differences in the TAC-2w and TAC-6w groups. This suggests that under normal nutritional conditions, the pressure load induced by TAC can cause a transient increase in serum leucine at 4 weeks; while under LDD feeding conditions (**Supplementary Figure S6**), the serum leucine concentration in the TAC-4w group was significantly lower than that in the Sham group and the TAC-2w group (**P < 0.01), and the TAC-6w group still maintained a low level, indicating that the leucine-deficient diet can alter the time-dependent changes of serum leucine in TAC mice, causing a significant and persistent decrease at 4 weeks. In summary, the serum leucine concentration in TAC mice has a dietary-dependent and time-dependent dynamic change characteristic.

### Effect of leucine-deficient diet on cardiac remodeling in TAC mice

Based on the aforementioned research findings, we identified that Lars2 plays a critical role in the pathogenesis of the TAC model. Given that Lars2 is a key molecule in leucine metabolism, we aimed to investigate the impact of a leucine-deficient diet (LDD) on cardiac hypertrophy. Mice were divided into TAC surgery and sham surgery groups. Postoperatively, half of each group received the normal chow diet (NCD), while the other half were subjected to the LDD for four weeks, followed by echocardiographic and pathological evaluations (**Figure 6A**).Echocardiographic results revealed that cardiac ejection function was reduced 4 weeks post-TAC surgery, and this decline was ameliorated by the LDD (**Figures 6B,C**). Furthermore, the LDD also alleviated TAC-induced cardiac hypertrophy, according to the wall thickness of the anterior and posterior walls during systole and diastole (**Figure 6C**). Heart rates across all four groups were comparable during echocardiography, confirming that observed differences in other parameters reflected true structural and functional changes rather than heart rate variability (**Figure 6C**). Subsequently, pathological staining of cardiac tissues included HE staining to assess inflammation, Masson’s trichrome and Sirius red staining to evaluate fibrosis, and WGA staining to quantify cardiomyocyte hypertrophy. Results demonstrated that the LDD significantly ameliorated TAC-induced inflammation and fibrosis while reducing cardiomyocyte hypertrophy (**Figure 6D**).

**Figure 6:**
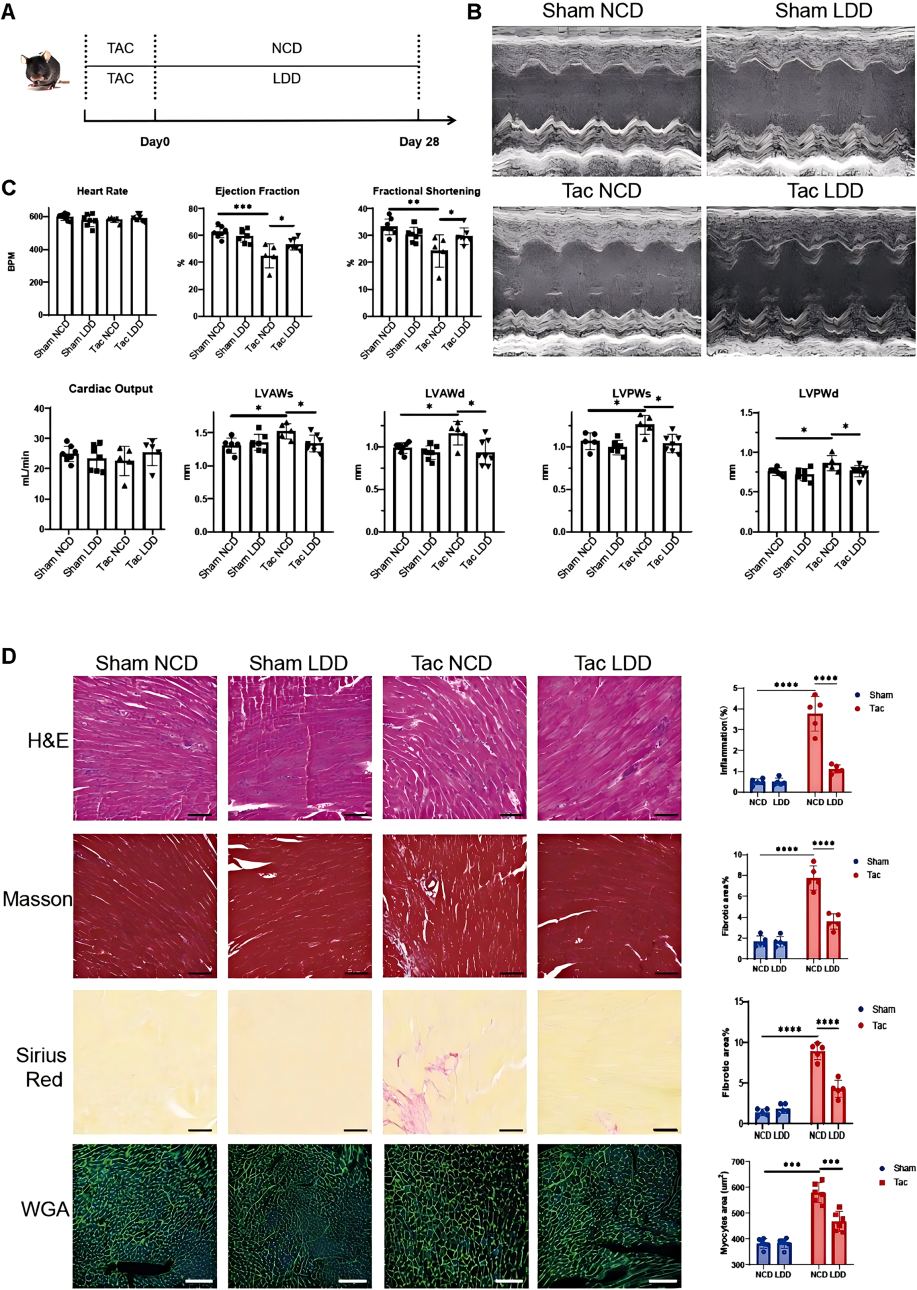
Effect of Leucine dieting on TAC- operated mouse heart. **(A)** Treatment schedule. After TAC-mice modeling (day 0), the mice were randomly assigned to the control group or the leucine-deficient diet (LDD) group. While sham operation mice received the same treatment. **(B)** Echocardiographic results of four groups of mice. **(C)** Quantification of the heart rate (up left), ejection fraction (up middle), fractional shortening (up right), cardiac output (down left) and wall thickness in systolic and diastolic phases (down left). **(D)** Hematoxylin and eosin (H&E) staining (up), masson staining (middle up), Sirius red staining (middle down), wheat germ agglutinin (WGA) staining (down) of heart tissues of four groups. Quantification results of staining were showed on the right. *P < 0.05, **P < 0.01, ***P < 0.001.

## Discussion

Pressure overload-induced cardiac remodeling is a pivotal pathological process leading to heart failure, characterized by intricate spatiotemporal crosstalk between parenchymal cells (cardiomyocytes, fibroblasts) and immune cells. However, traditional single-omics approaches—such as single-cell RNA sequencing (scRNA-seq) or spatial transcriptomics (ST) alone—have failed to fully resolve the spatial context of cellular dynamics and molecular regulation, limiting mechanistic insights and therapeutic development (3, 12). In this study, we addressed this gap by integrating ST and scRNA-seq to dissect the spatiotemporal landscape of myocardial remodeling in a transverse aortic constriction (TAC) mouse model, a well-established preclinical model of pressure overload (8, 9). Our findings not only validate and extend prior observations on cell subset dynamics during TAC progression but also identify a novel regulatory axis centered on Lars2 (mitochondrial leucyl-tRNA synthetase) in macrophages—linking leucine metabolism to inflammatory remodeling—and confirm a leucine-deficient diet (LDD) as a targeted therapeutic strategy.

A critical limitation of prior TAC research has been the inability to reconcile cellular heterogeneity (captured by scRNA-seq) with spatial organization—an essential factor for understanding cell-cell communication in the myocardial microenvironment (3). For instance, Alexanian et al. used scRNA-seq to report dramatic shifts in fibroblast states (e.g., activation into myofibroblasts) during TAC progression (20), but this work lacked spatial information, precluding insights into where these state changes occur and how they coordinate with immune cell infiltration. Our integration of ST and scRNA-seq via the SPOTlight algorithm (16) directly addressed this limitation, leveraging the strengths of both technologies: ST retains spatial location, while scRNA-seq provides single-cell resolution (4, 5). Our ST analysis revealed that while cardiac cells are uniformly distributed across myocardial tissue (no focal lesions) in TAC mice, Cluster 1—localized specifically around the left ventricular cavity—exhibited the most pronounced spatiotemporal changes. This cluster’s proportion increased from 8.3% ± 1.5% at TAC-2w to 22.5% ± 1.8% at TAC-6w, and scRNA-seq deconvolution confirmed it is enriched in fibroblasts, macrophages, and T cells. This spatial localization is biologically meaningful: the left ventricle bears the primary burden of pressure overload, and our data position Cluster 1 as a “hotspot” for coordinated parenchymal-immune crosstalk. Complementary scRNA-seq analysis further identified TAC-4w as a critical peak remodeling stage: at this time point, fibroblast and macrophage proportions decreased, while immune cells surged. By TAC-6w, cell composition reverted to TAC-2w levels, reflecting a dynamic “injury-stress-repair” cycle consistent with TAC model pathophysiology (9). Notably, this spatial-temporal coordination would be obscured by either technology alone: scRNA-seq would detect cell proportion changes but not their localization, while ST would identify Cluster 1 but lack single-cell resolution to define its composition. This integration underscores the value of multi-omics approaches in resolving complex tissue remodeling processes (6, 21), a key advance for cardiovascular research.

In this study, the cell population characteristics obtained by scRNA-seq of the heart of the TAC mouse model were used to further analyze the spatial distribution, cell composition, and gene expression characteristics of cardiac tissue cells in the TAC mouse model heart during disease progression using a combination of ST and scRNA-seq techniques. The ST analysis revealed that the distribution of cardiac tissue cells in the TAC mouse model is predominantly a uniform, scattered distribution. As the disease affects the entire myocardium, and specific lesion areas are absent, the cellular changes manifest as a change in the entire region. However, even in such heart tissue devoid of characteristic lesion areas, spatial transcriptome analysis indicates that the cell cluster demonstrating the most significant change with disease progression is Cluster 1. Among the genes that demonstrated significant differential expression in Cluster 1 is Lars2, a gene not previously reported in studies of TAC mouse model heart tissue. To further illuminate the cellular composition of spatial transcriptome Cluster 1, single-cell RNA sequencing (scRNA-seq) was employed. This approach was adopted to mitigate the heterogeneity introduced by the variability in cell numbers, with each spot in the spatial transcriptome containing 1–10 cells. Consequently, single-cell sequencing was performed on the heart tissues of TAC mice with varying disease courses. This analysis yielded 14 distinct single-cell clusters, designated as Cluster 0-14. These single-cell clusters were annotated using existing marker genes, and they were further divided into nine cell subsets, which were essentially divided into two categories: cardiomyocyte subsets related to myocardial composition, endothelial cell subsets, smooth muscle cell subsets, and fibroblast subsets; and macrophage subsets, neutrophil subsets, B cell subsets, T cell subsets, and NK cell subsets related to the microenvironment. The analysis revealed substantial alterations in the proportion of these cell subsets within the heart tissue of different TAC mouse models at TAC-4w, characterized by a decline in the proportion of macrophages and fibroblasts and an increase in the proportion of immune cells and neutrophils. These findings indicate that TAC-4w is the stage at which the most significant changes in the course of the disease occur in the mouse model, with TAC-6w gradually reverting to the state of TAC-2w.

A joint analysis was then performed using Spotlight, integrating the results of the ST analysis and the scRNA-seq results. This analysis yielded the spatial distribution of single-cell subpopulations in the heart tissue of TAC mice at different stages of the disease. Notably, this study observed the distribution of each single cell subpopulation at different stages of the disease, despite the absence of characteristic lesion areas. The myocardial cell subpopulation, endothelial cell subpopulation, and smooth muscle cell subpopulation, which collectively constitute the heart, were found to be relatively stable and densely distributed, with a decrease in TAC-6w. In contrast, the fibroblast subpopulation and macrophage subpopulation were evenly distributed, with a significant increase in TAC-6w. Conversely, the neutrophil subpopulation, B cell subpopulation, T cell subpopulation, and natural killer cell subpopulation exhibited a decline at the onset of the disease course (TAC-2w), followed by a substantial increase at TAC-4w and TAC-6w. These observations underscore the notion that the cells within the microenvironment undergo significant alterations at varying stages of the disease course, thereby serving as a crucial factor influencing its progression. To observe the changes in single-cell subpopulations included in Cluster 1 during different stages of the disease, the analysis found that the cardiomyocyte subpopulation still occupies an important position in Cluster 1 and begins to decrease at TAC-4w. The proportion of endothelial cell subpopulations and smooth muscle cell subpopulations that comprise the myocardium in Cluster 1 remained relatively stable during the disease. The proportion of fibroblast and macrophage subpopulations in Cluster 1 exhibited a gradual increase for the disease. Consistent with previous studies, our scRNA-seq data showed significant changes in fibroblast subsets during TAC progression (22, 23). Specifically, fibroblast proportion decreased at TAC-4w (12.5% ± 1.1% vs. sham 20.3% ± 1.5%) and recovered at TAC-6w, which may reflect the transition from quiescent fibroblasts to activated myofibroblasts at the peak of inflammation (TAC-4w). Unlike previous studies that focused on fibroblast activation alone, our integrated ST-scRNA-seq analysis further revealed that fibroblast dynamics are spatially correlated with macrophage and T cell infiltration (Cluster 1, around the left ventricular cavity), suggesting a coordinated role in myocardial remodeling. Immune cells: The proportion of T cells in Cluster 1 underwent a significant decrease in TAC-2w, a gradual increase in TAC-4w, and a subsequent peak in TAC-6w. Conversely, the trends for neutrophils and B cell subsets exhibited a contrasting pattern, with a peak at TAC-4w followed by a decline at TAC-6w. This trend of change was consistent with the course of the disease, prompting further investigation into the characteristics of this course, specifically whether it involved a decrease in inflammation and an increase in immunity cells accounted for the lowest proportion in Cluster 1 and exhibited minimal change. These results further underscore the influence of microenvironment cells on the course of the TAC mouse model, particularly the pronounced changes in macrophages and T cell subsets.

To further explore the gene information of T cells and macrophage subsets obtained in the spotlight analysis results, a sub-subgroup analysis of T cells and macrophage subsets was performed. The analysis of T cell sub-subgroups found that: Cluster 0–4 cell sub-subgroups were obtained, and Cluster 1 was found to be a relatively unique cell distribution in TAC-4w. Secondly, T cell sub-subgroups Cluster 1 account for a relatively high proportion in TAC at different stages of the disease, and there is a trend of gradual increase. Thirdly, the significantly differentially expressed genes of T cell sub-subgroups Cluster 1 are Lef1, Ccr7, and Sell, which are lymphoid enhancer-binding factor 1, chemokine receptor 7, and cell adhesion molecule, respectively. These genes are closely related to immunity (24–26). Phylogenetic analysis has revealed that these genes are related to the early development and evolution of T cells. Pseudo-time analysis revealed that T cell Cluster 1 (enriched in Lef1/Ccr7/Sell) represents an early activation stage, which gradually accumulates during TAC progression and may mediate adaptive immune responses. For macrophages, Cluster 4 (Lars2-high) is located at the bifurcation point of the pseudo-time trajectory, suggesting it is a key intermediate state driving M1 polarization at TAC-4w. These results clarify the functional significance of T cell and macrophage subset dynamics in disease progression.

The analysis of macrophage subpopulations yielded several notable findings: The presence of 0–10 cell subpopulations was identified, with TAC-4w exhibiting distinct cell subpopulations, particularly Cluster 3 and Cluster 4. Macrophage subsets were classified based on marker gene expression: Cluster 4 (Lars2-high) expresses M1 pro-inflammatory markers (CD68, TNF-α, IL-6) and lacks M2 markers (Arg1, CD206), indicating it is an M1-like pro-inflammatory subpopulation. 

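The markers of this statement were read in sub-cluster 6, the counterpart of Cluster 4. They were not left out of the clustering, so their levels are not independent of how the sub-cluster was formed. Cd68 had 327 CPM (95% interval 290 to 367) against 388 CPM in the other macrophage-like cells. Tnf (ENSMUSG00000024401) had 95 CPM (75.5 to 118) against 99.9 CPM, and Il6 (ENSMUSG00000025746) 4.63 CPM (1.26 to 11.9), from 4 UMIs, against 12.7 CPM. Arg1 (ENSMUSG00000019987) had no UMI, which allows up to 3.48 CPM, against 1.64 CPM in the other cells. Mrc1 (ENSMUSG00000026712), which encodes CD206, had 20.9 CPM (12.4 to 33) against 880 CPM. Adgre1 had 114 CPM against 283 CPM. When the cells were clustered with the reported genes, the counterpart of Cluster 4 had 104 CPM of Cd68 against 391 CPM in the others, and 135 CPM of Tnf against 99.3 CPM, so that the direction for Tnf depended on the clustering. That counterpart was another set of 244 cells, with a median of 1439 UMIs against 4616 in sub-cluster 6.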

Cluster 3 (C5/S100a8/a9-high) also exhibits pro-inflammatory characteristics, consistent with previous reports that S100a8/a9 is a key mediator of M1 macrophage activation (27). Cluster 4 macrophages, distinguished by the highest Lars2 expression, were conclusively identified as M1 pro-inflammatory cells: they selectively up-regulated canonical M1 markers (Cd68, Tnf-α), their expansion coincided with the peak systemic pro-inflammatory cytokine surge at TAC-4w, and both infiltration and cytokine release were blunted by LDD. Thus, Lars2 emerges as a hitherto-unrecognized gatekeeper of M1 polarization in pressure-overload cardiomyopathy. A significant shift in the distribution ratio of macrophage subpopulations was observed in the cardiac tissue of TAC models at different stages of the disease, with Cluster 3 and Cluster 4 displaying notable changes in TAC-4w. The differential expression of genes in these subpopulations was further examined, identifying Lars2 and Fosl2 as significantly differentially expressed in Cluster 3 and Cluster 4, respectively. Fosl2, a tyrosine kinase 2, has been implicated in cell proliferation (28), while the significantly differentially expressed genes in Cluster 3 are C5 and S100a8/a9, which are involved in inflammation and blood clotting (29). The proposed time series found that Cluster 4 was involved in the main processes of cell development and evolution, including the bifurcation point and subsequent processes. Cluster 3 was involved in the branching stage of cell development and may be a continuation of the later stage of Cluster 4 development. An analysis of the distribution and expression of Lars2 in the heart tissue of mice with different stages of TAC in macrophages revealed that TAC-2w expression remained relatively stable compared to the sham group, while TAC-4w exhibited the highest expression and returned to normal or below after 6w.

A major gap in prior TAC research has been the understudied role of amino acid metabolism—particularly genes like Lars2—compared to classical inflammatory/fibrotic pathways (e.g., NF-κB, TGF-β) (13). Our integrated analysis identified Lars2 as a significantly differentially expressed gene (DEG) in TAC-induced remodeling, with unique cell-type specificity and temporal dynamics. Lars2 expression followed a stage-specific pattern: no significant difference between TAC-2w and sham, peak expression at TAC-4w, and a decline at TAC-6w (**Figures 5A,B**). This pattern was confirmed by Western blotting (P<0.01) and immunofluorescence co-localization with CD68 (**Figure 5C**), confirming Lars2 upregulation is restricted to macrophages during peak remodeling. Although Lef1, Ccr7, and Sell obtained from T cell subpopulation analysis have not been reported in the TAC mouse model study. Lars2—a novel DEG identified in macrophage scRNA-seq (P<0.001) and ST (P<0.01)—encodes mitochondrial leucyl-tRNA synthetase, which mediates leucine-tRNA binding and mitochondrial ROS homeostasis (18, 30). At TAC-4w, Lars2 upregulation likely promotes pro-inflammatory M1 macrophage polarization, as evidenced by increased CD68^+^ cells (**Figure 5D**) and pro-inflammatory cytokines (e.g., TNF-α, IL-6), linking metabolic dysregulation to myocardial inflammation. Therefore, Lars2 was selected as the object of the verification experiment, WB, and IF experiments were performed on TAC mouse models with different disease courses to study the expression of Lars2. The results of IHC and WB on cardiac tissue from TAC mouse models with different disease courses showed that the expression of Lars2 did not change much between TAC-2w and sham, reached the highest in TAC-4w, and decreased in TAC-6w. Furthermore, the fluorescence immune-location analysis of the co-localization of the macrophage marker protein CD68 and LARS2 in the heart tissue of sham, TAC-2w, TAC-4w, and TAC-6w further substantiates these findings, demonstrating that TAC-2w expression does not exhibit a significant difference compared to sham, TAC-4w expression is maximal, and after 6w, it returns to normal or below. This finding aligns with the results of the spatial analysis, which identified Lars2 as a significantly differentially expressed gene. Concurrently, a trend of decreased Lars2 expression after 6 weeks was observed, with TAC-2w expression approaching that of the sham group. Macrophages exhibited high levels of Lars2 expression. Mechanistically, Lars2 upregulation likely promotes M1 macrophage polarization, a key driver of inflammatory remodeling. TAC-4w mice exhibited increased CD68^+^ M1 cells and pro-inflammatory cytokines, consistent with Lars2-mediated mitochondrial ROS production (30), a known trigger of M1 activation (31). This links metabolic dysregulation (leucine accumulation) to inflammatory remodeling, filling a critical gap in our understanding of TAC pathophysiology, which has historically focused on classical inflammatory pathways (e.g., NF-κB, TGF-β) (13) rather than amino acid metabolism.

This study employed a combination of spatial transcriptomics and single-cell transcriptomics to analyze the cell distribution characteristics, gene composition, and related functions in the heart tissue of the TAC mouse model. Notably, this is the first study to utilize spatial transcriptomics in conjunction with single-cell transcriptomics to characterize myocardial hypertrophy. The results of the study demonstrated that there were alterations in the cell distribution of the heart tissue of the TAC mouse model at different stages of the disease. In addition to cardiomyocytes, the cells in the microenvironment underwent significant changes. The most substantial alterations in the microenvironment were observed in Cluster 1, where the predominant cells were T cells and macrophages. Among the T cells, Lef1, Ccr7, and Sell, and among the macrophages, Lars2, Fosl2, C5, and S100a8/a9 exhibited significant differential expression in these two cell types. The functions of these genes are typical immune functions in T cells and in macrophages, Lars2 is involved in the amino acid synthesis, respiratory chain processes, oxidative stress, and ferroptosis (32–34), Fosl2 is involved in cell proliferation (28), C5 is involved in immune function, and S100a8/a9 is involved in inflammatory processes (29, 32), demonstrating the various related functions of macrophages. Furthermore, IHC, WB, and IF experiments have been conducted to verify that Lars2 changes with the course of the disease. The expression level of TAC-2w is not significantly different from that of sham, and the expression of TAC-4w is the highest. After 6 weeks, a downward trend was observed, which is consistent with the recovery of cell composition changes obtained by single-cell sequencing, which primarily occurred at TAC-4w and TAC-6w. This finding is consistent with the disease process, showing a process of injury, stress, and repair, and gradual stability. The ST combined with the scRNA-seq study identified the Lars2, Lef1, Ccr7, and Sell genes, which have not been previously reported in TAC mouse model studies. The integration of these two novel technologies has facilitated a comprehensive characterization of TAC mouse models in terms of spatial and cellular dimensions. This study has led to the identification of novel research genes and targets, thereby achieving a key objective: the identification of new research avenues within the conventional TAC mouse model using advanced technologies. Our study advances existing knowledge in three key aspects. First, unlike single scRNA-seq or ST studies (35, 36), we integrate both technologies to reveal spatial-temporal coordination between immune cells and fibroblasts. Second, we identify novel DEGs (Lef1, Ccr7, Sell, Lars2) not reported in TAC models, expanding the molecular landscape of myocardial remodeling. Third, we demonstrate that Lars2-mediated M1 polarization links amino acid metabolism to inflammation, a mechanism not previously implicated in pressure-overload cardiomyopathy. These findings bridge gaps between metabolic dysregulation, immune cell function, and spatial organization in cardiac remodeling.

While our findings provide novel insights, this study has several limitations that should be addressed in future work. First, we used a mouse TAC model, which recapitulates key features of pressure-overload cardiomyopathy but may not fully mirror human hypertension or aortic stenosis—particularly in terms of leucine metabolism and immune cell dynamics. Validating Lars2 expression and leucine metabolic profiles in human heart samples (e.g., from patients with aortic stenosis) will be critical for translational relevance. Second, we focused on macrophages as the primary cell type mediating Lars2 function, but leucine metabolism may also regulate other immune cells (e.g., neutrophils) or parenchymal cells (e.g., fibroblasts) in ways not captured here. Third, while LDD shows promise, long-term leucine restriction may have unintended metabolic consequences (e.g., muscle wasting); developing Lars2-specific inhibitors could provide a more precise therapeutic approach. Finally, we did not explore the role of Lars2 in mitochondrial protein synthesis or ROS production directly—future studies using macrophage-specific Lars2 knockout mice will clarify these downstream mechanisms.

This study represents the first integration of ST and scRNA-seq to characterize TAC-induced myocardial remodeling, yielding three key advances: (1) We identified Cluster 1 as a spatial hotspot for coordinated parenchymal-immune cell crosstalk, resolving a critical gap in prior scRNA-seq studies; (2) We discovered Lars2 as a novel regulator linking leucine metabolism to M1 macrophage polarization, expanding the molecular landscape of pressure-overload cardiomyopathy; (3) We validated LDD as a targeted intervention that improves remodeling by downregulating Lars2, providing a translational avenue for treating pressure-overload-induced heart disease. By leveraging multi-omics approaches to uncover spatiotemporal and metabolic-immune mechanisms, our work not only advances basic understanding of cardiac remodeling but also identifies new targets for therapeutic development, core objectives of high-impact cardiovascular research.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE308859 (GEO).

How the deposited data were processed for this re-analysis (not part of the article)

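Spatial transcriptomes of 4 mouse heart sections and 4 single-cell libraries of dissociated mouse hearts were used, with 1 section and 1 library for each of sham, TAC-2w, TAC-4w and TAC-6w. The files hold the UMI count per gene and spot or per gene and cell barcode that the authors made with Space Ranger and Cell Ranger and deposited without normalization. The section files hold the spots over tissue, and the library files the barcodes that were called as cells, before the filters of the methods. Both list 32285 genes. The sections had between 25996378 and 48754396 UMIs, and the libraries between 28793316 and 86671674 UMIs.

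All values were computed from these counts with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and scikit-learn 1.9.0) and with Seurat 5.3.0 under R 4.3.3. Cells were kept with 200 to 6000 genes, 500 to 30000 UMIs and a mitochondrial share under 15%, as the methods state. Doublets were scored with Scrublet, through scanpy, at an expected rate of 7%, and the 3.2% of cells with the highest scores were removed from each library. Spots were not filtered. Cells and spots were merged without integration, log-normalized to 10000 counts and clustered on 30 principal components of 3000 variable genes, cells at a resolution of 0.25 and spots by k-means with 3 centres and 25 starts, since the lowest resolution of the grid, 0.05, already gave 4 clusters of spots and no other was run. Clusters of cells were named from 6 marker genes for each of 9 cell types, set before the data were examined. Clusters led by genes of platelets or red blood cells stayed without a name by the marker rule, those led by genes of dividing cells or dendritic cells by lists set after the clusters were seen, and a cluster led by monocyte genes stayed among the macrophage-like cells. T cell-like and macrophage-like cells were clustered again at the lowest resolution that gave at least the paper's 5 and 11 sub-clusters. The genes used to choose the counterparts were left out, and for macrophage-like cells also Gm42418 and Fosl2. The markers Cd68, Adgre1, Tnf, Il6, Arg1 and Mrc1 were not left out. The counterparts of the paper's clusters were chosen by the genes the paper names for them. A gene that enters the choice for T cell Cluster 1 and a leading gene of a cluster of spots are not reported here. Cell-type proportions of spots were estimated by seeded non-negative matrix factorization with 100 reference cells per type, 3002 genes and contributions under 1% set to 0, with the genes scaled over all sections together after estimates scaled within each section had been seen.

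The level of a gene is its summed UMI count per 1000000 UMIs. Summed counts have exact Poisson 95% intervals, ratios of counts exact conditional binomial intervals, and shares exact Clopper-Pearson intervals, all covering counting error only. Each condition had a single section and a single library, so no test between conditions was made, no p-value is given and no count of changed genes is reported. The genes named are those the paper names and, for TAC-4w against sham in macrophage-like and T cell-like cells, the 5 with the largest and the 5 with the smallest ratio among genes with at least 50 UMIs in either sum, a rule set before the data were examined. To compare depths, cells were thinned to 1000 UMIs. The labels give a batch for each sample, by which sham and TAC-2w share a batch among the sections and sham and TAC-6w among the libraries. The panel titles of the paper's Fig. 2B give the sham and TAC-2w libraries the same run label instead, so what is called within a batch for the libraries rests on the sample labels alone. The sample labels describe a preparation of nuclei and the paper's methods one of cells, and the libraries are called cells here without deciding this.

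For each result, the choices that could change it were varied 1 at a time: integration of the sections or libraries, number of components, resolution, doublet removal, filters on cells and spots, naming of cells by their own marker score, averaging over spots, log-normalized values, thinning, the features in the total (mitochondrial genes and the ribosomal-RNA-like features Gm42418, Gm26917 and AY036118 left out), clustering with the reported genes, and the method, reference and threshold of the deconvolution. Further alternatives were added after the data were seen: naming by the marker genes alone, leaving out the monocyte-led cluster, shares among named cells, the T cell Cluster 1 counterpart alone, scaling of genes within the section and estimates over all spots. For tests of explanations, summed levels of mitochondrial tRNA synthetases, haemoglobin, monocyte, atrial, ventricular, platelet and ventricular stress genes and of the B cell and neutrophil markers were computed, and their values are given with those tests.

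The interval for ratios was tested on simulated data, with counts drawn for 9520 genes at the depths of the TAC-4w and sham macrophage-like cells. Of the intervals 95.6% held the true ratio, and 93.4% of the 198 genes changed 2-fold had an interval on the right side of 1. Doublet scoring was tested on simulated data with 315 doublets added to 6293 cells, of which 75.4% of those between cell types and 24.2% of those within a type were among the highest scores. The deconvolution was tested on simulated data of 500 spots, with the cell types drawn at equal chance and not in the proportions of the sections.

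Pseudo-time and Gene Ontology analyses were left out because the tools and the database were not at hand, and the Western blots, staining, serum leucine and echocardiography of the paper have no sequencing data and were not analysed here. Images of the sections were not used, so positions in the heart are not reported.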

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

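All tests of this part were chosen after the result was seen.

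In the TAC-4w library, 8.47% of the cells kept belonged to the cluster led by the platelet genes Ppbp, Clec1b and Nrgn, against 0.665% in sham. The paper does not report these cells, and their share lies above that of the sham library. A matching rise in the heart tissue is argued against, since the summed platelet genes (7 genes) had a ratio of TAC-4w to sham of 1.31 (0.978 to 1.77) over all spots of the sections, while over all barcodes of the libraries the ratio was 18.7. Blood left in the cell suspension stays open. The summed haemoglobin genes had a ratio of 1.63 between the libraries, but a lysis of red blood cells would change this ratio without changing the platelets, and the text of the paper names none. Library batch stays open too, because the TAC-4w library is alone in its batch. The ratio of the platelet-led share within the batch of sham and TAC-6w, 0.362 (0.181 to 0.673), does not decide this, since it says nothing of the TAC-4w batch. Platelets held in the vessels of the heart would also raise the platelet genes of the section, so the values above argue against them as the whole of the rise, and no other biological difference of the TAC-4w heart was tested.

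In the sections, Myh7 had a ratio of TAC-4w to sham of 174 (164 to 185), in a gene that the paper uses as a marker of cardiomyocytes without reporting its change. Atrial tissue in the section is argued against, because the summed atrial genes Myl7, Sln and Myl4 reached 0.0173% of the summed ventricular genes Myl2 and Myl3 at TAC-4w, 2.47 CPM against 14321 CPM. Reads of Myh6 counted for its paralog are argued against, because the sham section had 0.572 counts of Myh7 per 100 of Myh6, against 194 at TAC-4w. A difference in UMI depth is argued against, since among spots of 20000 to 30000 UMIs the ratio was 162 (148 to 177). Section batch stays open. The TAC-4w section is alone in its batch, so the batch and the time after surgery cannot be told apart. The ratio of Myh7 in TAC-2w against sham, within a batch, was 0.558 (0.513 to 0.607) and does not decide this. A mislabelled section was not tested and stays open, since Fig. 1C and Fig. 1E draw the section labelled TAC-4w under the name TAC-2w, and only the labels tie the sections to the conditions. The load on the ventricle is the biological difference that the design names. The summed stress genes of the loaded ventricle (Nppa, Nppb, Myh7, Acta1 and Ankrd1) had 534 CPM in sham, 529 CPM at TAC-2w, 12000 CPM at TAC-4w and 5306 CPM at TAC-6w, with Acta1 highest at TAC-6w (3370 CPM). Over all barcodes of the libraries this sum went the other way, with a ratio of TAC-4w to sham of 0.239, although Acta1 alone had 8.13. Myh7 had 2.90 counts per 100 of Myh6 in the TAC-4w library and 0.559 in sham. The library values do not decide the point, since Myh7 had 14 UMIs at TAC-4w and Nppa fell there with the atrial genes.

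For Lars2, TAC-4w over sham had a ratio of 0.604 in the sections and of 1.47 in the macrophage-like cells, opposite directions under the same contrast. The difference between these contrasts was not tested, since each rests on a single sample per condition. Fewer spots of low UMI count in the TAC-4w section are argued against as the whole cause. With the bins of UMIs per spot weighted as in sham, the ratio was 0.880 (0.848 to 0.912), nearer to 1, so depth may account for part of the fall in the sections. Among the bins the ratio ranged from 0.574 to 1.27. A batch of sections or libraries cannot be told apart from the condition, because TAC-4w is alone in its batch in both. In the sections, the ratio of TAC-2w to sham, within a batch, was 0.707 over all spots, but among the bins of UMIs per spot it ranged from 0.876 to 1.18, nearer to 1, so depth may account for much of this fall. Macrophage-like cells are a small part of the tissue, so a rise in them and a fall in the section may hold together.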

How the results depend on the processing

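Each of 163 results was recomputed with a single choice changed at a time, which gave 788 values, of which 399 stayed within the 95% interval of the value reported, 376 moved beyond it in the same direction and 13 reversed. The estimates from deconvolution have no interval here, so each change of theirs counts as moved or reversed. All values with 10 components, spots with at least 500 UMIs and resolution 0.5 stayed within the interval. The 12 values of the k-means alternative are the same by construction, because the reported clusters were themselves made by k-means, so this alternative tests nothing. For the results that answer a comparison, the values that moved or reversed follow, grouped by setting, and for all of these the cause was not tested, except where the scale itself differs.

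With RPCA integration of the sections, the Cluster 1 counterpart held 32.9% of the spots in sham, 16.3% at TAC-2w, 17.2% at TAC-4w and 38.0% at TAC-6w. The ratio of Lars2 to the sham section, 0.707 at TAC-2w, 0.604 at TAC-4w and 0.923 at TAC-6w as reported, became 0.554, 0.526 and 1.14 with the CPM of each spot averaged, reversed at TAC-6w, and 0.605, 0.505 and 0.800 with mitochondrial and ribosomal-RNA-like features left out of the total. Among single genes of the TAC-6w section, Gm42418 (1.14 against 0.953) and Myh6 (1.02 against 0.969) reversed with the CPM of each spot averaged. With mitochondrial and ribosomal-RNA-like features left out, Gsn reversed at TAC-4w (0.998 against 1.19) and TAC-6w (0.947 against 1.09), and Myh6 at TAC-2w (0.940 against 1.10).

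The differences in cell shares between TAC-4w and sham kept their direction under every setting for the 6 cell types listed here. As reported, they were 34.2 percentage points for B cell-like, 3.82 for T cell-like, 3.30 for NK cell-like, 17.4 for neutrophil-like, -49.7 for fibroblast-like and -14.9 for macrophage-like cells. With a mitochondrial share under 5%, those that moved were B 21.8, NK 5.70, neutrophil 30.9, fibroblast -62.7 and macrophage -4.64, and the difference of endothelial cell-like cells reversed, to -0.371 from 1.20. With no filter on cells they were B 31.0, T 4.97, neutrophil 14.2 and fibroblast -40.8, and with each cell named by its own marker score T 4.69, neutrophil 19.3 and macrophage -13.8. Of the alternatives chosen after seeing the data, clusters named by the marker genes alone gave T 3.03, shares of named cells only gave B 39.2, T 4.49, neutrophil 19.9 and fibroblast -51.9, and leaving out the monocyte-led cluster gave macrophage -17.5.

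The ratio of Lars2 to sham in macrophage-like cells at TAC-4w, 1.47 as reported, was 1.90 with cells thinned to 1000 UMIs, 1.55 with no doublet removal and 1.42 with clusters named by the marker genes alone, chosen after seeing the data. As a difference of mean log-normalized values, another scale, it was 0.486 at TAC-4w, -0.00376 at TAC-2w and -0.0267 at TAC-6w, where the ratio of 1.04 reversed. The largest macrophage sub-cluster alone had 4 cells at TAC-4w, which limits that setting.

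For T cell-like cells at TAC-4w, the ratio of Lef1 was 2.52 when thinned, and the log differences were 0.452 for Lef1 and 0.245 for Ccr7. Of the alternatives chosen after seeing the data, clusters named by the marker genes alone gave ratios of 5.66 and 5.01 for Lef1 and Ccr7, and the T cell Cluster 1 counterpart alone gave ratios of 1.32 and 1.02 and log differences of 0.412 and 0.144. Between TAC-4w and sham, the macrophage sub-cluster that stands for both Cluster 3 and Cluster 4 differed by 11.8 points as reported. At resolution 0.25 the counterparts differed by 48.4 and 2.62 points, and with RPCA integration by 2.25 and 7.40 points.

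Estimates in the Cluster 1 counterpart of the integrated sections are given as reported, then with non-negative least squares, the sham reference, contributions under 5% set to 0 and, chosen after seeing the data, genes scaled within the section and all spots. The differences of TAC-6w from sham were -7.49, then -8.46, -6.93, -8.23, -8.37 and -6.16 points for cardiomyocyte-like, 2.32, then 3.67, 2.40, 3.48, 2.04 and 1.77 for fibroblast-like, and 1.51, then 2.22, 1.58, 1.69, 1.86 and 1.03 for macrophage-like cells. Those of TAC-4w were 1.15, then 1.21, 1.44, 0.948, 0.428 and 1.27 for neutrophil-like cells, 0.155, then 0.340, -0.279, -0.00826, 0.0731 and 0.370 for T cell-like cells, reversed with the sham reference and the limit of 5%, and 0.000869, then -0.0397, 0.157, -0.128, 0.194 and -0.116 for B cell-like cells, reversed with least squares, the limit of 5% and all spots.

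Among the other results, the alternatives set before the data were examined gave 501 values, of which 272 stayed within the interval, 223 moved and 6 reversed, and those chosen after seeing the data gave 130, of which 47 stayed within it and 83 moved. Genes with fewer than 200 UMIs in both sums have no value under the alternative that asks for 200. All other alternatives set before the data were examined were run.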

Differences from the paper's values

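In this part a gap is called closed where a value lay within the paper's error or within 1.5 times the paper's value, which need not be a near match. For the share of spots in Cluster 1, the text of the paper gives 8.3% at TAC-2w, 18.2% at TAC-4w and 22.5% at TAC-6w as the paper's values, with errors that it does not name as SD or SEM, and the values here were 0.0970%, 98.6% and 0%. Of the alternatives set before the data were examined, RPCA integration gave 17.2% at TAC-4w, within the paper's error. It gave 16.3% at TAC-2w and 38.0% at TAC-6w, which remain apart from the text, and 10 components and the filter on spots closed none of these gaps. The k-means alternative is the method of the reported clusters and so could not close any. The paper's Fig. 1F, read by eye, shows about 25% for sham, about 7.6% at TAC-2w, about 24% at TAC-4w and about 37% at TAC-6w, where the value for sham here was 0.179%. RPCA integration gave 32.9% for sham, and its values for sham, TAC-4w and TAC-6w were within 1.5 times those of the figure, while that of TAC-2w was not. For Cluster 0, Fig. 1F shows about 59% at TAC-4w and about 51% at TAC-6w, read by eye, against 1.3% and 20.5% here. RPCA integration gave 80.7% and 61.3%, which closed both gaps in the sense of 1.5 times, though both values lie above those of the figure. For Cluster 2, Fig. 1F shows about 25% at TAC-2w, about 17% at TAC-4w and about 12% at TAC-6w, read by eye, against 6.79%, 0.0814% and 79.5% here, and none of the alternatives set before the data were examined closed these gaps.

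For the shares of cells, the denominator here is all cells kept in a library, unnamed cells included, and the text of the paper names no denominator and does not say whether its errors are SD or SEM. The paper's values are 0.8% B cells in sham and 2.1% at TAC-4w, against 2.91% and 37.2% here. They are 0.5% and 1.8% for NK cells, against 1.92% and 5.22%, and 0.6% and 3.5% for neutrophils, against 1.82% and 19.2%. For fibroblasts they are 20.3% and 12.5%, against 56.3% and 6.62%. None of the alternatives set before the data were examined closed these gaps. For T cells in sham the paper's value is 1.2%, against 1.90% here, and the value fell to 1.46% with a mitochondrial share under 5% and to 1.68% with no filter on cells, which closed the gap, while the other alternatives did not. The shares drawn in Fig. 2E for TAC-4w were within 1.5 times the values here for all 6 cell types, among them B cells at about 41% and neutrophils at about 19%, read by eye.

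For the mean of log-normalized values in T cells, the paper's Fig. 3I does not name the cells drawn. Read by eye, it shows Ccr7 at about 1.3 in sham, about 1.1 at TAC-2w, about 1.1 at TAC-4w and about 0.55 at TAC-6w, against 0.269, 0.388, 0.514 and 0.252 over all T cell-like cells here. Lef1 in Fig. 3I is at about 1.4, about 1.8, about 1.7 and about 0.89, read by eye in the same order, against 0.446, 0.737, 0.898 and 0.423. None of the alternatives set before the data were examined gives this mean for another set of cells. In the counterpart of T cell Cluster 1 alone, a setting chosen after seeing the values, the means were 0.992, 1.37, 1.14 and 0.682 for Ccr7 and 1.44, 1.75, 1.85 and 1.03 for Lef1. All lay within 1.5 times the figure, which closed these gaps, but the order of the groups was not that of the figure. For Ccr7, sham lay above TAC-2w and TAC-4w in the figure and below both here. For Lef1, TAC-2w lay above TAC-4w in the figure and below it here.

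For macrophage sub-clusters, the paper's Fig. 4C shows Cluster 3 at about 4.0% of the macrophages in sham and about 34% at TAC-4w, read by eye, against 2.09% and 13.9% here. A resolution of 0.25 gave 4.12% in sham, which closed that gap, and 52.5% at TAC-4w, which did not. Clustering with the reported genes and RPCA integration closed neither. Cluster 4 at TAC-6w is at about 9.0% in Fig. 4C, read by eye, against 2.11% here. The value was 11.1% when clustered with the reported genes and 10.3% with RPCA integration, which closed the gap, and 75.3% at a resolution of 0.25, which did not.

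Beyond these values, the paper states that Cluster 1 rises from TAC-2w to TAC-6w, with Lars2 and Malat1 as its genes, and Lars2 in the Cluster 1 counterpart here had 245 CPM against 348 CPM in the other spots. By the rule set before the data were examined, the counterpart was sought among the clusters other than the largest, and the largest had 366 CPM of Lars2 against 295 CPM in the other spots and 474 CPM of Malat1 against 428 CPM. With RPCA integration, Lars2 had 856 CPM against 267 CPM there, and the share rose from TAC-2w to TAC-6w as the paper states, with sham above TAC-2w and TAC-4w. Nppa is named by the paper for Cluster 0, where it had 111 CPM against 1067 CPM in the other spots, and 615 CPM against 794 CPM with RPCA integration. The paper states that the composition at TAC-6w returned to that of sham, and the share of B cell-like cells at TAC-6w was 16.9%, a ratio to sham of 5.82. For Cluster 1, the paper ranks T cells first and macrophages second among the cells of the microenvironment, and the estimates here in the sham section were highest for macrophage-like cells, 3.41%, followed by 2.82% for neutrophil-like and 2.16% for T cell-like cells. T cell-like cells came second, after macrophage-like cells, in 2 alternatives set before the data were examined, at 3.02% with reference cells of sham and 1.57% with contributions under 5% set to 0. B cells in Cluster 1 peak at TAC-4w according to the paper, and the estimates here were 1.72% at TAC-4w and 1.91% at TAC-6w. With reference cells of sham, an alternative set before the data were examined, the estimate was highest at TAC-4w as the paper states, 2.16% against 2.11% at TAC-6w. Macrophages in Cluster 1 rise through the course according to the paper, and the estimate fell from 5.98% at TAC-4w to 4.92% at TAC-6w, a fall that was absent with genes scaled within the section, a setting chosen after seeing the values. The paper names C5 as a gene of macrophage Cluster 3, and its mouse gene Hc had 0 UMIs in the macrophage-like cells. For macrophage Cluster 4, the paper states expression of CD68, TNF and IL-6 as markers of inflammation, and in the counterpart Cd68 had 327 CPM against 388 CPM in the other cells, Tnf 95 CPM against 99.9 CPM and Il6 4.63 CPM against 12.7 CPM. Tnf was above the other cells, as the paper states, in 3 alternatives set before the data were examined, at 135 CPM against 99.3 CPM when clustered with the reported genes, 171 CPM against 93.4 CPM at a resolution of 0.25 and 105 CPM against 99.7 CPM with RPCA integration, the last a small difference. Cd68 and Il6 stayed below the other cells in all 3. These counterparts were other sets of cells of low depth, with medians of 1439, 3288 and 1310.5 UMIs in the same order, against 4616 in sub-cluster 6. The sections drawn in Fig. 1C and Fig. 1E carry names that differ from the labels of the files. By outline and UMI scale, the section labelled TAC-2w is drawn there as sham, TAC-4w as TAC-2w, TAC-6w as TAC-4w and sham as TAC-6w, while those of Fig. 3A carry the names of the labels, which are used here. Every contrast between sections, and the comparison with the shares of Fig. 1F, depends on which of these names is right, and nothing in the counts was used to decide it.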

Other observations

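The tests on blood of the cavity, platelets that come with blood, the clusters of spots that follow the section, atrial tissue in the suspensions, free RNA of B cells and the mix of T cell sub-clusters were chosen after the result was seen, and the other tests of this part before.

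Lars2 of the TAC-4w macrophage-like cells was set against 5 explanations for its ratio to sham. A shift shared by all cell types of the library is argued against, because the ratio of neutrophil-like cells was 0.901 (0.842 to 0.966), although the ratios of T cell-like, fibroblast-like, NK cell-like, endothelial cell-like and B cell-like cells were above 1. A rise of the mitochondrial tRNA synthetases as a group is argued against, since the summed level of 16 other synthetases had a ratio of 0.992 (0.882 to 1.11) in the same cells. Over all spots these synthetases had 200 CPM in sham, 217 CPM at TAC-2w, 196 CPM at TAC-4w and 234 CPM at TAC-6w. Counts that move with the ribosomal-RNA-like features Gm42418, Gm26917 and AY036118 are argued against as the whole cause, because within 5 equal groups of cells by their share of these features the lowest ratio was 1.47 (1.33 to 1.62). Across the cells of a library, thinned to 1000 UMIs, the Spearman correlation of Lars2 with these features was 0.290 in sham and 0.517 at TAC-4w. UMI depth is argued against as the whole cause, as the lowest ratio within bins of UMIs per cell was 1.15 (1.08 to 1.23), in the deepest bin. The size of the ratio varied with depth, up to 2.38 in the shallowest bin. With each cell thinned to 1000 UMIs it was 1.90, farther from 1 than the 1.47 of the summed counts. A different mix of sub-clusters is argued against as the whole cause, the lowest ratio within a sub-cluster being 1.26 (1.08 to 1.47). Library batch was not tested, because TAC-4w is alone in its batch, and the time after surgery stays among the open explanations.

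Within each section, the share of Lars2 in a spot fell with the UMI count of the spot, with Spearman correlations across spots of -0.666 in sham, -0.401 at TAC-2w, -0.565 at TAC-4w and -0.807 at TAC-6w. For Gm42418 the correlations were -0.845, -0.556, -0.811 and -0.884, and for Malat1 -0.425, -0.176, -0.397 and -0.557. Spots are not independent replicates. A low UMI count as a source of a high Lars2 share is a candidate explanation, and so is blood of the cavity in the spot. Within 5 equal groups of spots by UMI count, the Lars2 share rose with the haemoglobin share, with mean correlations of 0.186 in sham, 0.159 at TAC-2w, 0.174 at TAC-4w and 0.198 at TAC-6w. The region of high Lars2 in the integrated sections is thus one of low UMI count and much haemoglobin, which may bear on its place around the cavity of the ventricle. Within 5 equal groups of spots by haemoglobin share, the mean correlations of the Lars2 share with the UMI count were -0.418 in sham, -0.260 at TAC-2w, -0.453 at TAC-4w and -0.684 at TAC-6w, farther from 0 than those with haemoglobin within groups of like UMI count, so each relation remained when the other was held. No biological explanation was tested within a section.

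The clusters of spots formed without integration followed the sections. The largest cluster of each section held at least 79.5% of its spots, 88.8% in sham, 93.1% at TAC-2w and 98.6% at TAC-4w. Section batch cannot be told apart from the time after surgery here. Sham and TAC-2w share a batch and their largest cluster, while TAC-4w and TAC-6w each have a batch and a largest cluster of their own. The split was not complete for TAC-6w, which had 20.5% of its spots in the largest cluster of sham and TAC-2w. The largest cluster of TAC-6w held 11.0% of the sham spots and 6.79% of the TAC-2w spots.

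The shares of B cell-like and neutrophil-like cells of the TAC-4w library were 12.8 and 10.5 times those of sham. A matching rise in the tissue is argued against for the B cells, whose summed markers (6 genes) had a ratio of 1.05 (0.869 to 1.26) in the sections and 18.1 over the barcodes of the libraries. For the neutrophils the markers had a ratio of 2.96 (2.74 to 3.21) in the sections, a rise well below the 38.0 of the libraries. Blood left in the cell suspension may explain a part, as platelets came with the cells at 12.7 times their share in sham (9.59 to 17.2), but the ratio of the haemoglobin genes, 1.63, decides nothing without knowledge of a lysis step. Library batch stays open, because the TAC-4w library is alone in its batch. The share of B cell-like cells differed between sham and TAC-6w too, with a ratio of 5.82 (5.03 to 6.75). If these libraries share a batch, as the sample labels state, that batch does not explain the difference. The panel titles of Fig. 2B pair sham with TAC-2w instead, and the TAC-4w batch stays undecided in any case. Recruitment of immune cells at TAC-4w, the difference that the design names, was not tested apart from these. The summed monocyte genes had a ratio of TAC-4w to sham of 3.18 in the libraries and of 1.07 in the sections.

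The atrial genes Myl7, Sln and Myl4 summed to 293 CPM over all barcodes in sham, 377 CPM at TAC-2w, 20.0 CPM at TAC-4w and 9.76 CPM at TAC-6w, a ratio of TAC-4w to sham of 0.0683 (0.0640 to 0.0728), while the ventricular genes Myl2 and Myl3 had a ratio of 0.587. Atrial tissue in the sham and TAC-2w suspensions is a candidate explanation for this difference and for the level of Nppa, which had a ratio of 0.0857. By the sample labels the libraries of sham and TAC-6w share a batch, which would place a fall within a batch as well. The panel titles of Fig. 2B pair sham with TAC-2w instead, so a batch is not ruled out as the source of the fall. A biological difference in the atria was not tested.

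RNA of B cells was set against the rises of Lef1 and Ccr7 in the TAC-4w T cell-like cells. In these cells the summed B cell markers were at 3.29% of their level in the B cell-like cells. At this share, RNA of B cells would bring 0.401 CPM of Lef1 against a rise of 136 CPM and 11.3 CPM of Ccr7 against a rise of 66.9 CPM, which argues against free RNA of B cells as the source of either rise. Among the other cell types of the library with at least 100 cells, the highest level of Ccr7 was 13.2 CPM, in macrophage-like cells. Igkc was tried first as the scale, at 11.3% of its level in the B cell-like cells, which gave 38.8 CPM of Ccr7, but it is no measure of such RNA here, since a single cell held 2629 of its 2897 UMIs, and the markers were taken after this was seen. A different mix of T cell sub-clusters is argued against as the whole cause for Lef1, whose ratio was 1.54 (1.23 to 1.92) with the sub-clusters weighted as in sham and at least 1.32 (1.04 to 1.69) within those with at least 20 cells of both libraries, but it may carry part of the rise. For Ccr7 the mix and a change within the cells cannot be told apart. The weighted ratio was 1.36 (1.02 to 1.80), while within the counterpart of T cell Cluster 1 it was 1.02 (0.750 to 1.42), and the rise that remained lay mainly in the sub-cluster led by Gzmk, at 4.27 (1.77 to 13.4). Library batch was not tested for these genes, and the time after surgery stays open.

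Of the 9599 genes compared in macrophage-like cells, the largest ratios of TAC-4w to sham were those of Prtn3 (313), Prss34 (212), Gm9733 (106), Cd177 (90.9) and Plcb1 (68.6), where Prtn3 had 1 UMI in sham and an interval from 54.7 to 12516. The smallest were those of Myl7 (0.0113), Fcna (0.0129), Nppa (0.0158), Ccl8 (0.0173) and Myl4 (0.0177). Over all barcodes of the libraries, Myl7, Nppa and Myl4 had ratios of 0.0435, 0.0857 and 0.102. Their ratios in macrophage-like cells are therefore not read as changes within macrophages, and the share of RNA from other cells was not measured. Prss34 is among the leading genes of a sub-cluster of 25 macrophage-like cells, of which 20 came from TAC-4w, that is led by basophil genes such as Mcpt8. In T cell-like cells, of 4700 genes, the largest ratios were those of Igkc (1001, interval 180 to 39562), Igha (365), Jchain (at least 66.3-fold higher), S100a9 (51.8) and S100a8 (34.1). The smallest were those of C1qc (0.00691), Nppa (0.0185), C1qa (0.0260), Apoe (0.0296) and Areg (0.0312). A single TAC-4w cell held 90.8% of the UMIs of Igkc, 99.8% of those of Igha and 574 of the 575 of Jchain, so these ratios describe that cell, which carries the genes of a plasma cell, and their intervals do not cover this. In sham, single cells held 57.2% of the UMIs of Areg, 56.1% of those of Apoe and 46.2% of those of C1qa. Of the UMIs of Prss34 in the TAC-4w macrophage-like cells, a single cell held 873 of 2129. S100a8 and S100a9 are genes of neutrophils, which made up 19.2% of the TAC-4w cells, while Nppa, Apoe and the C1q genes are those of cardiomyocytes and macrophages. The ratios of these genes are therefore not read as changes within T cells, and the share of RNA from other cells was not measured for each of them. All of these ratios describe sums from a single library per condition.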
